# TSLP links intestinal nutrient sensing with amplification of the ILC2–tuft cell circuit

**DOI:** 10.1038/s41590-025-02328-y

**Published:** 2025-11-12

**Authors:** Chang Liao, Elvira Mennillo, Michael G. Kattah, Ming Ji, Zhi-En Wang, Daniel J. Drucker, Hong-Erh Liang, Richard M. Locksley

**Keywords:** Mucosal immunology, Innate lymphoid cells

## Abstract

Group 2 innate lymphocytes (ILC2s) are prevalent in small intestine but their role during homeostasis is unclear. Here we show that thymic stromal lymphopoietin (TSLP)—a cytokine implicated in ILC2 activation—is expressed constitutively in subepithelial fibroblasts, including telocytes and crypt-associated trophocytes, which are specialized fibroblasts necessary to sustain epithelial identity. Feeding increases TSLP and induces ILC2 type 2 cytokines that are attenuated by deletion of TSLP in fibroblasts or TSLP receptor on ILC2s. Both mouse and human intestinal fibroblasts express receptors for glucagon-like peptide-2 (GLP-2)—an intestinotrophic growth factor released by enteroendocrine cells following food intake. GLP-2 promotes intestinal TSLP in mouse and human intestinal fibroblasts, and TSLP-dependent ILC2 activation and tuft cell hyperplasia in mice, thus linking nutrient detection with ILC2-mediated amplification of the tuft cell chemosensory circuit that promotes epithelial surveillance of ingested cargo.

## Abstract (web summary)

Locksley and colleagues describe a nutrient-sensing circuit in the small intestine. Upon feeding, TSLP production from fibroblasts is increased in a GLP-2-dependent manner, resulting in increased ILC2 activation and tuft cell hyperplasia, thus linking food intake with ILC2 activation.

## Main

The small intestinal mucosa represents a key barrier balancing host nutritional needs and protection from potentially noxious chemical and infectious environmental agents. Innate and innate-like lymphocytes, including group 3 innate lymphoid cells, intraepithelial lymphocytes, γẟ T cells, specialized RORγt^+^ antigen-presenting cells and regulatory T cells, create a healthy microenvironment that sustains the dynamic interface facilitating nutrient absorption, metabolism, microbiota control, tolerance and epithelial protection during fasting, feeding and circadian cycles^1–5^. ILC2s are prevalent in small intestinal lamina propria (siLP) although their participation in resting homeostasis is unclear. ILC2s and adaptive Th2 cells become highly engaged during helminth infection and in food allergy but neither of these conditions necessarily explains the basal residence of innate ILC2s in small intestine siLP.

In previous studies, our laboratory and others identified a key role for the alarmin interleukin (IL)-25 as a tuft cell-derived cytokine that activates siLP ILC2s to release IL-13, which biases epithelial progenitors to a secretory cell fate that increases goblet and tuft cells in a forward-amplifying circuit accounting for the ‘weep and sweep’ response to helminths and protists^6–8^. Deletion of cell intrinsic regulators of IL-25 signaling, such as A20 (encoded by the *Tnfaip3* gene), resulted in constitutive activation of the circuit, suggesting control of the basal state^9^. The combinatorial role of alarmins in regulating the activation of tissue resident ILC2s and Th2 cells^10,11^ prompted us to consider roles for additional alarmins in small intestinal physiology and homeostasis. Here we demonstrate that TSLP produced by subepithelial fibroblasts relays signals from epithelial enteroendocrine cells (EECs) to siLP ILC2s to amplify the tuft cell circuit by a reversible process responsive to food intake.

## Specialized subepithelial fibroblasts express TSLP in the small intestine

We targeted the *Tslp* locus to identify TSLP-producing cells using the flox-and-reporter (Flare) cassette employed previously to visualize IL-25-producing tuft cells^6^ (Fig. 1a). Under basal conditions in specific pathogen-free C57BL/6 Flare-TSLP mice, the predominant TSLP reporter-positive (TSLP-tandem-dimer red fluorescent protein (tdTomato)^+^) cells in the small intestine were subepithelial PDGFRα^+^Podoplanin (PDPN)^+^ cells with the morphology of fibroblasts along the villi and enriched at the villus tips throughout small intestine and among crypt-associated cellular networks in the jejunum and ileum (Fig. 1b, Extended Data Fig. 1a and Supplementary Videos 1–7). These cells comprised >80% of TSLP-tdTomato^+^ cells among CD45^−^ cells, with their prevalence increasing from 2–4% in the proximal small intestine to 2–7% in the distal small intestine (Fig. 1c). TSLP-tdTomato^+^CD31^+^ cells were PDPN^+^ LYVE1^+^ lymphatic endothelial cells (LECs) and were less abundant, comprising 10–20% and 1–10% of TSLP-tdTomato^+^CD45^−^ cells in the proximal and distal small intestine, respectively (Fig. 1d and Extended Data Fig. 1b–d). TSLP-tdTomato^+^CD45^+^ cells were rare and found only among the CD31^+^ endothelial cells (Extended Data Fig. 1d). Despite reports of TSLP-positive small intestinal epithelia^12,13^, including type 2 tuft cells, we did not identify intestinal TSLP-tdTomato^+^ epithelial cells by flow cytometry or microscopy in Flare-TSLP mice (Fig. 1b and Extended Data Fig. 1f). This was not due to an inability to visualize epithelial TSLP, as topical application of the vitamin D analog calcipotriol (MC903), known to induce TSLP in keratinocytes^14^, induced reporter signal in Flare-TSLP mice (Extended Data Fig. 1e). In the small intestine, epithelial tuft cells remained TSLP reporter-negative throughout a kinetic analysis of acute *Nippostrongylus brasiliensis* helminth infection (Extended Data Fig. 1f,g). Similarly, proximal large intestine epithelial cells remained TSLP reporter-negative after *Trichuris muris* helminth infection, which is known to require TSLP^12^ (Extended Data Fig. 1h). After both infections, however, reporter expression was present in PDGFRα^+^ subepithelial fibroblasts (Extended Data Fig. 1g,h).

**Fig. 1:**
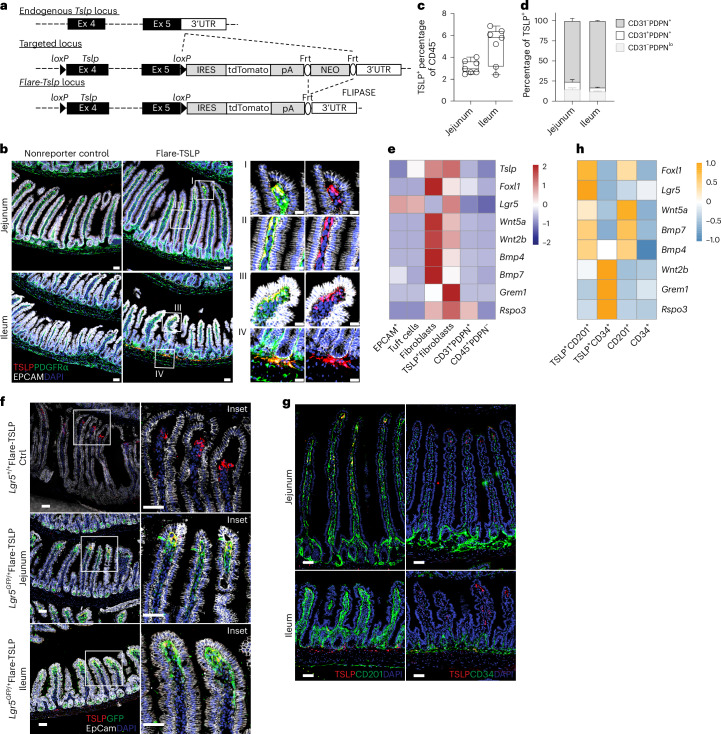
Stromal cells are primary sources of TSLP in the small intestine. **a**, Gene targeting strategy for the flox-and-reporter of *Tslp* locus. Frt, target site for FLIPASE recombinase; pA, bovine growth hormone poly(A) tail; UTR, untranslated region. **b**, Representative imaging of jejunum (top) and ileum (bottom) of Flare-TSLP or nonreporter control mice. Red, TSLP-tdTomato; green, PDGFRα; white, EPCAM; blue, DAPI; ×20 objective. Scale bars, 50 µm (main images) and 20 µm (boxed areas I–IV). **c**,**d**, Flow cytometric analysis of stromal populations in jejunum and ileum siLP in Flare-TSLP mice. **c**, Percentage of total TSLP-tdTomato^+^ cells in CD45^−^ population; *N* = 7 biological replicates each column group. **d**, Percentage of endothelial and nonendothelial stromal cells within TSLP-tdTomato^+^ cells. Cells were stained with anti-CD31 and anti-PDPN antibodies; *N* = 3 biological replicates each column group. Error bars indicate samples mean ± s.e.m. **e**, RT–qPCR analysis of sorted CD45^−^EPCAM^+^ epithelial cells, CD45^−^EPCAM^+^ SiglecF^+^ tuft cells, CD45^−^CD31^−^PDPN^+^ fibroblasts, CD45^−^CD31^−^PDPN^+^TSLP-tdTomato^+^fibroblasts, and CD45^−^CD31^+^PDPN^+^ lymphatic endothelial and CD45^+^PDPN^−^ hematopoietic cells from small intestinal epithelial fraction or siLP (whole tissue) of Flare-TSLP mice. Gene expression normalized to 18S. **f**, Representative imaging of jejunum (middle) and ileum (bottom) of Flare-TSLP; *Lgr5*-eGFP dual reporter mice or Flare-TSLP single reporter (Ctrl) mice (top). Note that epithelial tuft cells can express *Lgr5*-eGFP. Red, TSLP-tdTomato; green, *Lgr5*-eGFP; white, EPCAM; blue, DAPI; ×20 objective. Scale bars, 50 µm. **g**, Representative imaging of CD201 and CD34 expression in jejunum (top) and ileum (bottom) of Flare-TSLP mice. Red, TSLP-tdTomato; green, CD201 (left) or CD34 (right); blue, DAPI; ×20 objective. Scale bars, 100 µm. **h**, RT–qPCR analysis of sorted CD45^−^CD31^−^ TSLP-tdTomato^+^CD201^+^CD31^−^, CD45^−^CD31^−^TSLP-tdTomato^+^CD34^+^, CD45^−^CD31^−^CD201^+^ and CD45^−^CD31^−^CD34^+^ stromal subpopulations from siLP (whole tissue) of Flare-TSLP mice. Gene expression normalized to 18S.

The location and morphology of constitutive TSLP-tdTomato^+^ subepithelial fibroblasts in Flare-TSLP mice resembled previous reports of telocytes and crypt-associated trophocytes. These structural cells generate the counter-regulating WNT and BMP gradients that maintain the crypt stem cell niche and regulate epithelial differentiation during vertical zonation of the villi^15,16^. To confirm the identity of these cells, we employed fluorescence-activated cell sorting (FACS) to enrich TSLP-tdTomato^+^ cells and used quantitative PCR (qPCR) with reverse transcription (RT) (RT–qPCR) to assess the expression of signature transcripts for telocytes, including *Foxl1*, *Wnt5a* and *Bmp7*, and trophocytes, including *Wnt2b*, *Grem1* and *Rspo3* (refs. ^15,16^; Fig. 1e). Expression of these genes was relatively low in epithelial cell adhesion molecule (EPCAM)^+^ total epithelial cells, tuft cells, CD45^−^CD31^+^PDPN^+^ LECs or CD45^+^PDPN^−^ hematopoietic cells, with the exception of *Rspo3*, which was also highly expressed by LECs (Fig. 1e). The expression of *Lgr5* in the TSLP-tdTomato^+^ population (Fig. 1e) suggested that villus tip telocytes (VTTs), specialized telocytes that act as signaling hubs to direct apical epithelial cell fate^17^, also express TSLP. Using Flare-TSLP;*Lgr5*-eGFP dual reporter mice, we confirmed co-expression of *Tslp* and *Lgr5* among VTTs (Fig. 1f). Previous studies identified CD201 and CD34 as markers for intestinal telocytes and trophocytes, respectively^16,18^. In line with this, CD201 labeled villus subepthelial fibroblasts and *Lgr5*-GFP^+^ VTTs but not trophocytes, while CD34 labeled crypt-associated TSLP-tdTomato^+^ trophocytes (Fig. 1g and Extended Data Fig. 2a). We sorted CD45^−^CD31^−^CD201^+^TSLP-tdTomato^+^ and CD45^−^CD31^−^CD34^+^TSLP-tdTomato^+^ cells (Extended Data Fig. 2b) and confirmed their expression of telocyte- and trophocyte-associated transcripts, respectively (Fig. 1h and Extended Data Fig. 2c). Thus, distinct subepithelial fibroblasts, including villus telocytes and trophocytes, as well as LECs, constitute the primary cell types that express TSLP in the mouse small intestine under resting conditions.

## TSLP increases with feeding and activates ILC2 cytokine production

Feeding activates type 2 cytokine expression by small intestine ILC2s independently of the light–dark cycle^19^. After 16-h fasting, Flare-TSLP mice were orally gavaged with a 500-μl slurry of powdered diet containing ~2 kcal mixed nutrients (about 1% total daily caloric intake with components proportional to standard chow diet) or water control (Fig. 2a). After 2 h, the prevalence of TSLP-tdTomato^+^ CD45^−^ nonepithelial cells increased in proximal and distal siLP (Fig. 2b and Extended Data Fig. 3a). We confirmed TSLP protein upregulation by enzyme-linked immunosorbent assay (ELISA) in supernatants from small intestine tissue explants and homogenates, observing that TSLP amounts increased and peaked around 2 hr after gavage (Fig. 2c and Extended Data Fig. 3b,c). Notably, TSLP upregulation at this timepoint was unchanged after nutrient gavage of fasted *Pou2f3*^−/−^ mice, which lack tuft cells, indicating that tuft cells were not required for this increase (Fig. 2c and Extended Data Fig. 3d,e). To investigate the role for TSLP in ILC2 activation after feeding, we utilized cytokine reporter mice^20^ with marker alleles for IL-5 (Red5) and IL-13 (Smart13) crossed to TSLPR-deficient (*Tslpr*^−/−^) mice. We analyzed ILC2s from proximal siLP after 16-h fasting and 4-h refeeding with chow diet and water ad libitum or water alone (Fig. 2d). Consistent with previous findings^19^, ILC2s were activated 4 h after feeding, as evidenced by an increase in proportion of IL-13^+^ (Smart13)^+^ ILC2s that was attenuated in TSLPR-deficient mice (Fig. 2e,f). Furthermore, we generated ILC2 deletion of the TSLP receptor by crossing *Tslpr*^*fl/fl*^ mice with *Il5*^*Cre+*^ mice and confirmed that the loss of TSLPR expression on ILC2s impaired their activation after feeding (Fig. 2g).

**Fig. 2:**
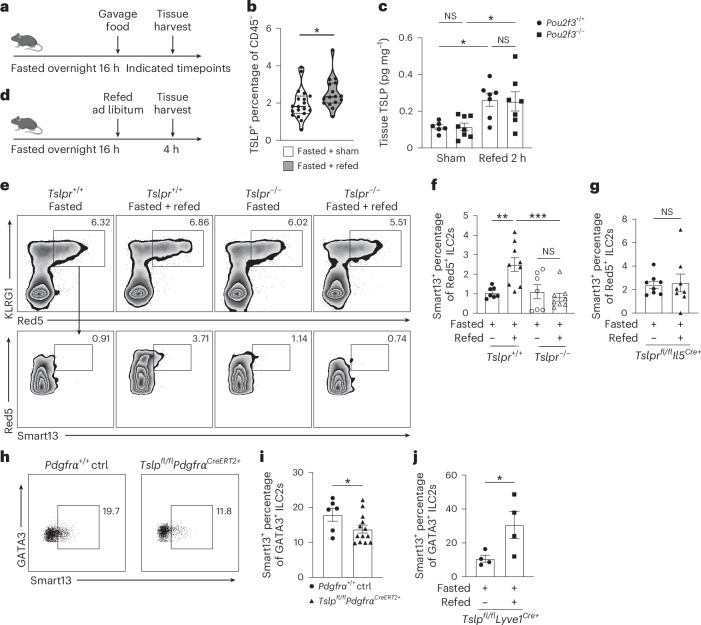
Feeding increases intestinal TSLP and drives ILC2 activation. **a**, Schematic of the protocol for measuring intestinal TSLP after feeding. Mice were fasted for 16 h overnight before oral gavage with 500 μl food slurry (refed) or water as volumetric control (sham). Tissues were harvested as indicated. **b**, Percentage of TSLP-tdTomato^+^ cells among CD45^−^ cells in proximal jejunal siLP by flow cytometric analysis after oral gavage at 2 h after overnight fasting. Biological replicates *N* = 19 for sham control group and *N* = 16 for refeeding group. Statistical analysis was performed using unpaired *t*-test, *P < 0.05. Error bars indicate samples mean ± s.e.m. **c**, ELISA of TSLP protein from supernatant of proximal jejunal tissue explants after oral gavage at 2 h in *Pou2f3*^−*/*−^ or WT mice after overnight fasting. Biological replicates with total *N* = 28, pooled from 2 independent experiments. Statistical analysis was performed using ANOVA with correction for multiple comparisons, *P < 0.05. Error bars indicate samples mean ± s.e.m. NS, nonsignificant. **d**, Schematic of the protocol for measuring siLP ILC2 activation after feeding. Mice were fasted for 16 h overnight and given access to standard chow and water ad libitum (refed) or maintained on water control (fasted). Tissues were harvested 4 h later. **e**,**f**, Percentage of IL-13 (Smart13)^+^ ILC2 among ILC2s in proximal jejunal LP in *Tslpr*^*+*^^/+^Red5Smart13 or *Tslpr*^−*/*−^Red5Smart13 mice after 16-h fasting followed by 4-h refeeding ad libitum. **e**, Representative flowplots. **f**, Quantification. ILC2s were gated as Lin^−^CD45^+^IL-5 (Red5)^+^ cells. Biological replicates with total *N* = 31, pooled from at least 2 independent experiments. Statistical analysis was performed using ANOVA with correction for multiple comparisons, **P < 0.01, ***P < 0.001. Error bars indicate samples mean ± s.e.m. **g**, Percentage of IL-13 (Smart13)^+^ ILC2s among ILC2s in proximal jejunal LP in *Tslpr*^*fl/fl*^*Il5*^*Cre+*^(Red5)Smart13 mice after 16-h fasting followed by 4-h water or refeeding ad libitum. ILC2s were gated as Lin^−^CD45^+^IL-5 (Red5)^+^ cells. Biological replicates *N* = 8 each column group, pooled from 2 independent experiments. Statistical analysis was performed using unpaired *t*-test. Error bars indicate samples mean ± s.e.m. **h***,***i**, Percentage of IL-13 (Smart13)^+^ ILC2s among total ILC2s in proximal jejunal LP 4 h after refeeding ad libitum in overnight fasted *Tslp*^*fl/fl*^*Pdgfrα*^*CreERT2+*^Smart13 or littermate control *Pdgfrα*^*+/+*^Smart13 mice (ctrl) post-tamoxifen. **h**, Representative flowplots. **i**, Quantitation. ILC2s were gated on Lin^−^CD45^+^GATA3^+^ cells. Biological replicates *N* = 6 for control group and *N* = 13 for experiment group, pooled from at least 2 independent experiments. Statistical analysis was performed using unpaired *t*-test, *P < 0.05. Error bars indicate samples mean ± s.e.m. **j**, Percentage of IL-13 (Smart13)^+^ ILC2s among ILC2s in proximal jejunal LP 4 h after water or refeeding ad libitum in overnight fasted *Tslp*^*fl/fl*^*Lyve*^*Cre+*^Smart13 mice. ILC2s were gated on Lin^−^CD45^+^GATA3^+^ cells. Biological replicates *N* = 4 in each column group. Statistical analysis was performed using unpaired *t*-test, *P < 0.05. Error bars indicate samples mean ± s.e.m. Illustrations in **a** created with BioRender.com.

We next sought to show the contributions of stromal-derived TSLP to activation of intestinal ILC2s by food intake. To achieve this, we generated *Tslp*^*fl/fl*^*Pdgfrα*^*CreERT2*^Smart13 and *Tslp*^*fl/fl*^*Lyve1*^*Cre*^Smart13 reporter mice, which delete TSLP from fibroblasts and LECs, respectively. Following administration of tamoxifen to *Tslp*^*fl/fl*^*Pdgfrα*^*CreERT2*^Smart13 mice, the loss of TSLP from fibroblasts resulted in attenuation of ILC2 activation after feeding, as indicated by diminished expression of the IL-13 reporter (Fig. 2h,i). In contrast, ILC2 activation in *Tslp*^*fl/fl*^*Lyve*^*Cre+*^*Smart13* mice remained intact (Fig. 2j). Thus, fibroblasts, rather than LECs, are the primary source of TSLP regulating ILC2 activation after feeding.

## GLP-2 mediates upregulation of TSLP in subepithelial fibroblasts

To better understand the cells underlying feeding-induced TSLP-ILC2 signaling, we performed single-cell RNA sequencing (scRNA-seq) of TSLP-Tdtomato^+^ cells isolated from the proximal and distal siLP of Flare-TSLP mice using at least three biological samples from each tissue (Extended Data Fig. 4a). 

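Live tdTomato+ cells sorted from the lamina propria of Flare-TSLP mice, in which the red fluorescent protein tdTomato reports expression of the Tslp locus, were captured in droplets. They gave 6 libraries. Of these, 2 came from the proximal small intestine, 2 from the distal small intestine, 1 from the cecum and 1 from the large intestine. Before capture the cells had been labeled with barcoded antibodies (hashtags), and 3 hashtags were found in each library. The cecum, the large intestine and replicate 1 of both small intestinal regions shared 1 set of hashtags, and replicate 2 of both regions carried the other set. The paper's text describes at least 3 biological samples from each tissue but does not pair the hashtags with mice. Each library was therefore treated as 1 sample, which leaves 2 samples in each small intestinal region. The authors aligned the reads to the mouse mm39 genome with the tdTomato sequence added and counted UMIs, the molecular tags that mark each captured transcript. The deposited matrices list every barcode with at least 1 count over 33697 genes. They hold raw counts, before the removal of doublets, the correction for ambient RNA and the filters on cells that the methods describe. The methods name Cell Ranger 8.1.0 and the matrices name version 8.0.1. UMIs on genes totaled 168250954 and 206827504 in the proximal replicates 1 and 2, 189032250 and 195949408 in the distal replicates 1 and 2, 109675337 in the cecum and 129914551 in the large intestine. The tdTomato transcript itself gave between 301 and 1081 UMIs in a library, so the sort rather than the transcript identifies the cells. Barcodes with 1000 to 7500 genes, 2500 to 40000 UMIs and under 10% mitochondrial UMIs were kept, as in the methods. This left 17282 and 17924 cells in the proximal replicates, 21299 and 20327 in the distal replicates, 13951 in the cecum and 11751 in the large intestine. Scrublet, used in place of the authors' DoubletFinder, then marked between 4.91% and 11.4% of the cells of a library as doublets, and these were removed. In the small intestinal libraries it marked between 33.3% and 41.2% of the cells with several hashtags but between 4.81% and 7.97% of those with 1, so some doublets remain. The cells left numbered 15610 and 16618 in the proximal replicates, 19073 and 18007 in the distal replicates, 13076 in the cecum and 11174 in the large intestine, with a median of between 6606.5 and 9233 UMIs per cell. Barcodes with at most 100 UMIs, which hold mostly free RNA, made up between 2.90% and 3.82% of the UMIs of a library, and no ambient RNA was subtracted unless stated. The cells of the 4 small intestinal libraries were clustered with the settings of the methods (2000 variable genes, 30 principal components, resolution 0.5), after 54 genes whose expression was to be compared, among them the WNT, BMP and hormone receptor genes, had been taken out of the variable genes. This gave 22 clusters, of which 18 were named by marker genes and 4 stayed unnamed. Cells are not replicates, so UMIs were summed per library and class for every test. Levels are given as CPM, the UMIs of a gene per 1e6 UMIs of the class in a library, with the mean ± SD over the libraries, and places are those of the GRCm39 annotation.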

Unsupervised cell clustering analysis revealed the main stromal cell types were fibroblasts and LECs, and consistent with the flow cytometric analyses (Fig. 3a and Extended Data Figs. 4b and 5a). 

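Clusters without a single tdTomato-positive cell, which were the blood endothelial-like, glia-like and T cell or ILC-like clusters, were removed as in the methods, and 14833 and 16207 cells remained in the proximal replicates and 18729 and 17639 in the distal ones. Fibroblast-like cells (SEMF-like, VTT-like, trophocyte-like and universal fibroblast-like clusters together) made up 68.3% ± 15.3 of these cells (SD, n = 4 libraries) and LEC-like cells 22.3% ± 14.7, so that 9.40% ± 1.56 belonged to neither. The last share holds pericyte-like, myofibroblast-like, immune and unnamed clusters and moved most with the clustering resolution, reaching 16.6% at a resolution of 1.0. The unnamed cluster led by Ptn and Scg2 had 2597 ± 187 CPM of Pdgfra, and that led by Cxcl10 and Ccl2 had 382 ± 25.4 CPM. Both may be fibroblasts, so the fibroblast-like share may be too low. The unnamed clusters alone held 3.89% ± 2.57 of the cells in the proximal and 3.81% ± 0.713 in the distal small intestine (SD, n = 2 each). LEC-like cells were 16.5% of the cells of proximal replicate 1 (95% exact binomial interval 15.9 to 17.1) and 33.7% of those of proximal replicate 2 (33.0 to 34.4), and 4.21% (3.93 to 4.51) and 34.9% (34.2 to 35.6) in distal replicates 1 and 2. These intervals cover counting error only, and the libraries of 1 region lay far outside each other's. The mean LEC-like share was 25.1% ± 12.1 proximally and 19.5% ± 21.7 distally (SD, n = 2 each), a difference smaller than the spread between replicates (exact permutation test, two-sided p = 1; 2 libraries against 2 cannot give a p below 0.33). Fibroblast-like cells ranged from 54.7% to 88.0% over the libraries and outnumbered LEC-like cells in each of the 4. Each hashtag set held 1 library per region, so no test within a set could be made, but the LEC-like share was lower in replicate 1 than in replicate 2 of both regions.

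**Figure D1:**
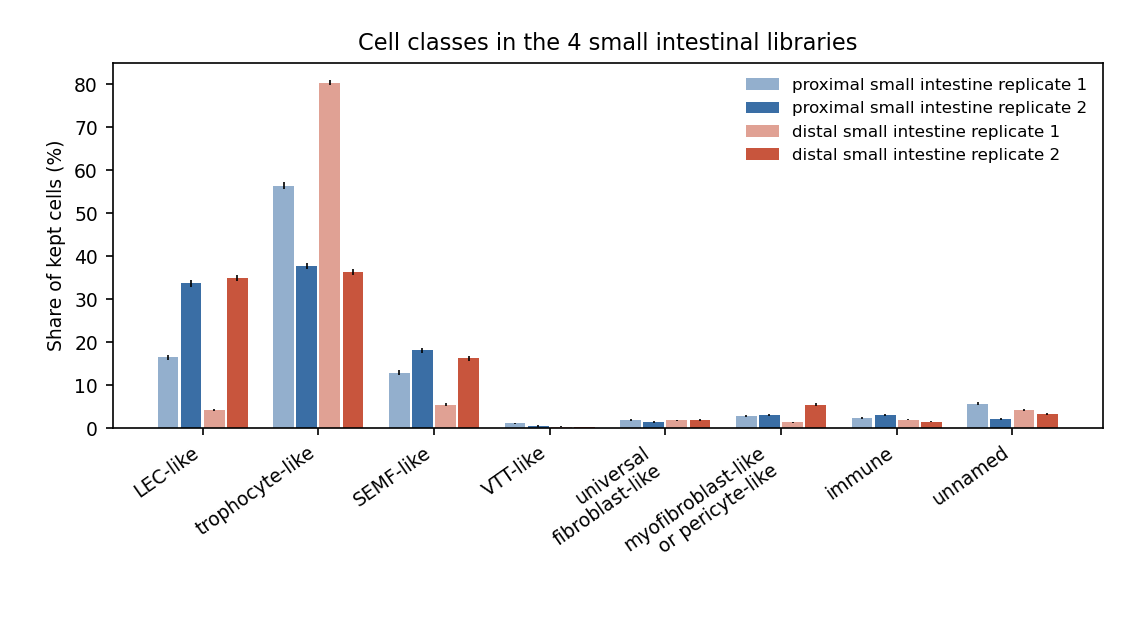
Share of kept cells (%) in each class for the 4 small intestinal libraries, with 95% exact binomial intervals as error bars; lighter bars are replicate 1 and darker bars replicate 2. LEC-like cells range from 4.21% to 34.9% between libraries, while trophocyte-like cells are the largest fibroblast class in each library.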

Principal subsets of fibroblasts included subepithelial myofibroblasts (SEMFs) (which include *Foxl1*^*+*^ telocytes), *Lgr5*^*+*^ VTTs, *Mik67*^+^ proliferative telocytes, *Grem1*^*+*^ trophocytes and recently described *Pi16*^*+*^ ‘universal’ fibroblasts with transcriptomic signatures of mesothelial-like cells^21^ (Fig. 3a and Extended Data Fig. 4b,c). 

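Among the named clusters of the small intestinal libraries, 4 clusters with 35921 cells were trophocyte-like, 2 clusters with 8757 cells SEMF-like, 1 cluster with 1209 cells universal fibroblast-like and 1 cluster with 382 cells VTT-like. Trophocyte-like cells made up 52.7% ± 20.6 of the cells kept per library (SD, n = 4 libraries), SEMF-like cells 13.2% ± 5.57, universal fibroblast-like cells 1.79% ± 0.198 and VTT-like cells 0.593% ± 0.382. VTT-like cells were 0.848% ± 0.422 of the cells proximally and 0.338% ± 0.0207 distally (SD, n = 2 each), and both proximal libraries lay above both distal ones, which is the most that 2 libraries against 2 can show (exact permutation test, two-sided p = 0.33). SEMF-like shares of 15.5% ± 3.67 and 10.9% ± 7.62 in the same order did not separate the regions (exact permutation test, two-sided p = 0.667). A cluster was named when at least 3 markers of a class were raised in it, by at least 1.5-fold over all other cells and in at least 5% of its cells. These thresholds were set after the clusters had been seen. Both SEMF-like clusters rested on 4 of the 8 markers listed for that class (Foxl1, Procr, Agt and Nrg1). Pdgfra was lower in them (347 ± 19.1 CPM in the larger, n = 4 libraries) than in the largest trophocyte-like cluster (485 ± 30.7 CPM). Most of the 8 markers were far higher in the VTT-like cluster, with 2245 ± 219 CPM of Pdgfra and 53.25 ± 12.9 CPM of Foxl1. The larger SEMF-like cluster had 8.07 ± 1.93 CPM of Foxl1. Telocytes of the study may therefore lie in the VTT-like cluster rather than in the SEMF-like ones. In the VTT-like cluster 262 of the 382 cells had no Lgr5 UMI, although Lgr5 was at 600 ± 315 CPM there. The Lgr5 UMIs were thus concentrated in part of the cluster, which can hold Foxl1+ telocytes beyond those that express Lgr5. No cluster could be named as proliferative telocytes. A cluster of 270 cells was led by cell-cycle genes such as Top2a and Mki67 together with the epithelial genes Reg3b and Fabp1. It stayed unnamed under the naming rule. It also held SEMF markers, with 8.28 ± 0.734 CPM of Foxl1 and 51.8 ± 13.2 CPM of Agt. The largest trophocyte-like cluster had 0.207 ± 0.0678 and 1.68 ± 0.349 CPM of these genes. The unnamed cluster may therefore hold proliferative telocytes of the study, mixed with epithelial transcripts. The other unnamed clusters held 1166 cells led by Ptn, Scg2 and Gdf10, 681 cells led by the chemokine genes Cxcl10 and Ccl2 and 457 cells led by Paneth cell genes.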

In accordance with their anatomic locations, SEMFs and trophocytes were highlighted by expression of distinct WNTs and BMPs (Extended Data Fig. 4d). 

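To compare SEMF-like with trophocyte-like cells, the UMIs of each class were summed per library, and edgeR's quasi-likelihood test was run with library as a block on the 17162 genes that passed its filter on low counts. At an adjusted p of 0.05 (Benjamini-Hochberg), 9598 genes differed, 4586 of them higher in SEMF-like and 5012 higher in trophocyte-like cells. The classes were made by clustering the same cells, which raises such a count, although 8766 of the 9598 genes were not among the genes used for clustering. Of the settings tried, leaving the library out of the model moved the count most, to 6994 genes. limma-voom gave 9800 genes and DESeq2 9176. In data simulated for this comparison with 200 of 16946 genes changed 2-fold, the test recovered 86% of the changed genes, and 2.27% of its calls were false. A list of 40 genes for WNTs, BMPs and their modulators, part of which the study names from these same cells, had been kept out of clustering. Of the 25 tested, 18 differed after adjustment over all genes, 6 of them higher in SEMF-like and 12 higher in trophocyte-like cells, and 19 when adjusted over the list alone, a count that is not independent evidence for the genes the study chose.

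**Figure D2:**
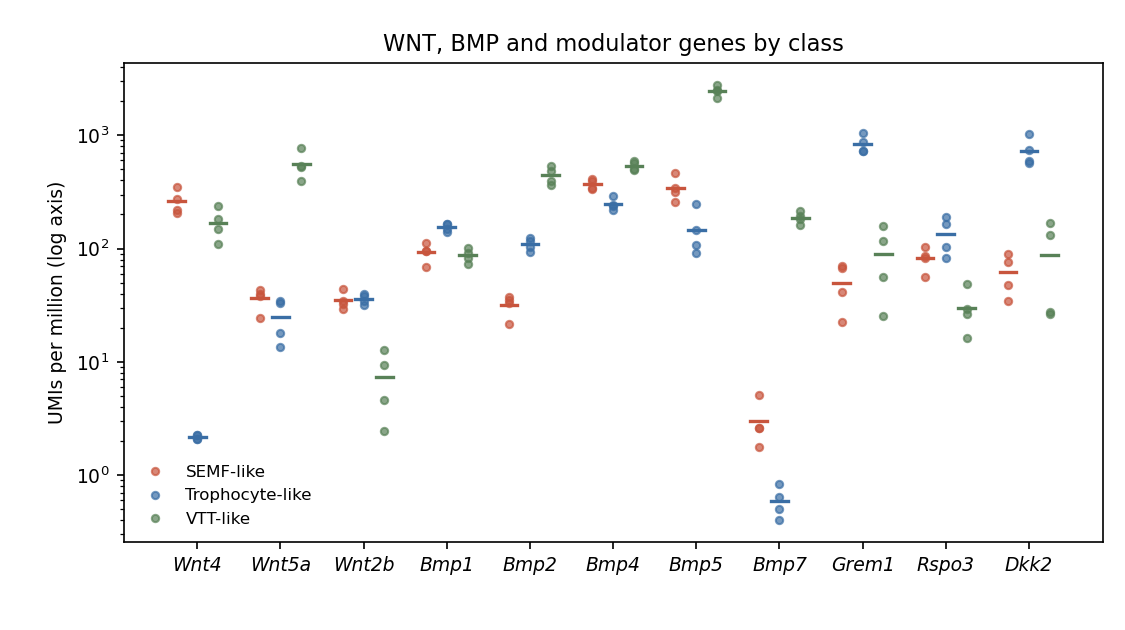
CPM (log axis) of WNT, BMP and modulator genes in SEMF-like, trophocyte-like and VTT-like cells; each point is 1 of the 4 small intestinal libraries and each line the mean. Wnt4 separates SEMF-like and VTT-like from trophocyte-like cells in every library, Grem1 and Dkk2 are highest in trophocyte-like cells, and Bmp5 and Bmp7 are highest in VTT-like cells.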

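Wnt4 (chromosome 4, 137004373 to 137027037) was at 261 ± 65.6 CPM in SEMF-like and 2.18 ± 0.0893 CPM in trophocyte-like cells (SD, n = 4 libraries), a log2 fold change of 6.68 (standard error 0.12, adjusted p = 7.18e-06 from edgeR). It was higher in SEMF-like cells in 4 of 4 libraries and past the threshold in 16 of 16 settings. Wnt5a (chromosome 14, 28226495 to 28249405) was at 36.5 ± 8.30 CPM in SEMF-like and 24.8 ± 10.7 CPM in trophocyte-like cells. It was higher in SEMF-like cells in 4 of 4 libraries, but the log2 fold change of 0.41 did not pass the threshold (standard error 0.20, adjusted p = 0.130 from edgeR). It did not in any of the 16 settings, where the adjusted p ranged from 0.0640 to 0.365. VTT-like cells had 558 ± 159 CPM of Wnt5a, a log2 fold change of 3.91 over SEMF-like cells (standard error 0.25, adjusted p = 4.37e-06 from edgeR). They had 169 ± 53.3 CPM of Wnt4, a fall against SEMF-like cells that was short of the threshold (log2 fold change -0.62, standard error 0.19, adjusted p = 0.0532 from edgeR). Without proximal replicate 2, this Wnt4 change was -0.92 with an adjusted p of 0.000649 from edgeR, and it passed the threshold in 9 of 16 settings with adjusted p values up to 0.222. The Bmps divided. Bmp5 (chromosome 9, 75682638 to 75807592) was at 343 ± 85.6 CPM in SEMF-like and 147 ± 69.4 CPM in trophocyte-like cells (log2 fold change 1.09, standard error 0.19, adjusted p = 0.00427 from edgeR). Bmp4 (chromosome 14, 46620250 to 46636745) was at 371 ± 39.4 and 247 ± 29.7 CPM (0.39, standard error 0.06, adjusted p = 0.00289 from edgeR). Both were higher in SEMF-like cells in 4 of 4 libraries. Bmp2 (chromosome 2, 133394079 to 133404816) was instead lower in SEMF-like cells, at 31.7 ± 6.94 against 109 ± 13.7 CPM (log2 fold change -1.97, standard error 0.19, adjusted p = 0.000550 from edgeR). So was Bmp1 (chromosome 14, 70711689 to 70758178), at 92.6 ± 17.6 against 155 ± 11.6 CPM (-0.96, standard error 0.09, adjusted p = 0.000550 from edgeR). Each was lower in 4 of 4 libraries. Bmp7 was low in both but higher in SEMF-like cells in 4 of 4 libraries (log2 fold change 2.12, standard error 0.17, adjusted p = 0.000279 from edgeR). Bmp6 did not pass the threshold (log2 fold change -0.26, adjusted p = 0.102 from edgeR), but did in 4 of 16 settings, with adjusted p values from 0.0388 (edgeR without proximal replicate 1) to 0.312 over the settings. Bmp3 passed it at 1.00 (adjusted p = 0.0299 from edgeR) from levels of 0.405 ± 0.212 and 0.174 ± 0.0943 CPM. It passed in 7 of 15 settings only, and not without proximal replicate 1 (adjusted p = 0.0922), proximal replicate 2 (0.173) or distal replicate 1 (0.0612). Bmp5 overlaps a predicted gene on the same strand, so its count may be affected by the overlap, which was not checked. The SEMF-like clusters rested on 4 of 8 listed markers, with Pdgfra not raised, and telocytes of the study may lie in the VTT-like cluster.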

SEMFs were enriched for noncanonical WNTs (such as *Wnt4* and *Wnt5a*) and *Bmps*, and typically expressed by telocytes. Notably, *Bmp7* is specifically enriched in VTTs. In contrast, trophocytes were enriched for canonical WNTs, such as *Wnt2b*, and BMP inhibitors, including *Grem1*, *Rspo3* and *Dkk2*. 

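Bmp7 (chromosome 2, 172709805 to 172782410) was at 188 ± 22.1 CPM in VTT-like cells (SD, n = 4 libraries, range 161 to 214). Of the other 15 classes and unnamed clusters, the highest level was 6.21 ± 7.06 CPM, in the unnamed cluster led by cell-cycle and epithelial genes, followed by 5.31 ± 2.44 CPM in LEC-like, 3.54 ± 1.78 CPM in T cell or ILC-like and 3.03 ± 1.45 CPM in SEMF-like cells. Trophocyte-like cells were at 0.597 ± 0.189 CPM. Against all other fibroblast-like cells, 16791 genes were tested and 4258 differed (edgeR, adjusted p under 0.05), 1804 of them higher in VTT-like cells and 2454 lower. Of these, 3514 were not among the genes used for clustering. limma-voom gave 4226 with 2303 higher, and DESeq2 3727. Of the settings tried, leaving out proximal replicate 1 moved the count most, to 3295 genes. In simulated data for this comparison (200 of 16335 genes changed 2-fold), edgeR recovered 50% of the changed genes with 5.66% false calls and limma 15% with 25% false calls. The log2 fold change of Bmp7 was 7.19 (standard error 0.25, adjusted p = 2.72e-12 from edgeR), and with each library left out in turn it stayed between 6.89 and 7.58. Against SEMF-like cells alone, 12674 genes were tested and 2526 differed, a count that fell to 1639 without proximal replicate 1. Bmp7 was higher by 5.92 on the log2 scale (standard error 0.22, adjusted p = 1.03e-07 from edgeR). Both comparisons held for Bmp7 in 4 of 4 libraries and in 16 of 16 settings. Of the 26 tested genes of the WNT and BMP list, 19 differed between VTT-like and the other fibroblast-like cells, and 20 when adjusted over the list alone. Other Bmps were also higher in VTT-like cells, with 2472 ± 278 CPM of Bmp5 (log2 fold change 3.60 against the other fibroblast-like cells, standard error 0.17), 443 ± 78.3 CPM of Bmp2 and 76.9 ± 26.2 CPM of Bmp3 (log2 fold change 8.14, standard error 0.38). VTT-like cells with a Lgr5 UMI and those without had 198 ± 21.1 and 186 ± 31.9 CPM of Bmp7, higher with Lgr5 in 3 of 4 libraries and lower in proximal replicate 1. The Bmp7 level therefore belonged to the whole VTT-like cluster and did not set its cells with Lgr5 apart. A predicted gene overlaps Bmp7 on the same strand, so the count of Bmp7 may be affected by the overlap, which was not checked.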

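Grem1 (chromosome 2, 113576509 to 113589000) was at 845 ± 154 CPM in trophocyte-like and 50.1 ± 22.5 CPM in SEMF-like cells (SD, n = 4 libraries), a log2 fold change of -4.37 for SEMF-like over trophocyte-like cells (standard error 0.30, adjusted p = 0.000181 from edgeR). Dkk2 (chromosome 3, 131790336 to 131886065) was at 731 ± 206 and 61.8 ± 25.4 CPM in the same order (-3.80, standard error 0.26, adjusted p = 0.000184 from edgeR). Both genes were higher in trophocyte-like cells in 4 of 4 libraries and 16 of 16 settings. Universal fibroblast-like cells had 461 ± 192 CPM of Grem1 but 84.6 ± 50.3 CPM of Dkk2. Rspo3 (chromosome 10, 29327285 to 29411876) was at 135 ± 50.0 CPM in trophocyte-like and 81.8 ± 19.1 CPM in SEMF-like cells and was higher in trophocyte-like cells in 3 of 4 libraries. The log2 fold change of -0.88 fell short of the threshold (standard error 0.32, adjusted p = 0.0613 from edgeR). It passed in 5 of 16 settings, with an adjusted p of 0.0364 from limma-voom and 0.0168 from DESeq2, and without distal replicate 1 it was -1.20 with an adjusted p of 0.0195 from edgeR. LEC-like cells had the highest level of Rspo3, 315 ± 37.5 CPM. Wnt2b (chromosome 3, 104851289 to 104869237) was at 36.0 ± 3.64 CPM in trophocyte-like and 35.0 ± 6.05 CPM in SEMF-like cells, and trophocyte-like cells were higher in 2 of 4 libraries. Its log2 fold change of -0.26 (standard error 0.12, adjusted p = 0.107 from edgeR) passed the threshold in 1 of 16 settings, the one without proximal replicate 1, where it was -0.39 with an adjusted p of 0.0287 from edgeR. Over the settings the adjusted p of Wnt2b ranged up to 0.314 and that of Rspo3 up to 0.192. VTT-like cells had 7.30 ± 4.65 CPM of Wnt2b. Predicted genes overlap Rspo3 and Wnt2b on the same strand, so their counts may be affected by the overlap, which was not checked. Other modulators of the list, picked after their values were seen, were also lower in SEMF-like cells, with log2 fold changes of -5.19 for Chrdl1 and -4.38 for Rspo1.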

The three trophocyte subsets exhibited similar transcriptomic signatures, as did SEMFs, VTTs and proliferative telocytes (Extended Data Fig. 4e). These cell types expressed comparable gene signatures across the proximal and distal regions of small bowel (Extended Data Figs. 4e and 5c).

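The profiles of the clusters were compared by Pearson's r across genes of log2 CPM within each library, over the 10154 genes with a mean of at least 10 CPM; genes are not independent replicates, so no test was made. The 4 trophocyte-like clusters had a mean r of 0.956 with each other (range 0.928 to 0.986 over 6 pairs and 4 libraries), and the 2 SEMF-like clusters 0.941. SEMF-like and VTT-like clusters had a mean r of 0.848 (range 0.832 to 0.862), and SEMF-like and trophocyte-like clusters 0.865 (range 0.767 to 0.965). Counting noise lowers r more in small clusters, and the VTT-like cluster had between 57 and 170 cells in a library, so no order was read from this pair of values. VTT-like with trophocyte-like clusters gave 0.797, and universal fibroblast-like with trophocyte-like clusters 0.929. The unnamed cluster with cell-cycle genes, which also carried epithelial genes, had an r of 0.803 with SEMF-like and 0.774 with VTT-like clusters. As a lower bound from another cell type, r was 0.613 between trophocyte-like and LEC-like clusters and 0.630 between SEMF-like and LEC-like clusters. Counts drawn at random from 1 profile gave an r of 0.997 between draws, and shuffled genes 0.0203. Over the 2000 variable genes in place of the 10154, the value that moved most was that between trophocyte-like and LEC-like clusters, which rose to 0.721. The value between VTT-like and the unnamed cell-cycle cluster fell to 0.668. That was below the 0.721 and the 0.707 between SEMF-like and LEC-like clusters, so the LEC-like pairs were no lower bound over these genes.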

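The proximal and the distal small intestine, with 2 libraries each, were compared by edgeR without a block for the replicates. On the UMIs summed over all cells it tested 20796 genes and found 0 past an adjusted p of 0.05. At an unadjusted p under 0.05 there were 513 genes, limma-voom also found 0 and DESeq2 208. In SEMF-like cells 1 of 15601 genes passed (418 unadjusted; limma-voom 0, DESeq2 32). In trophocyte-like cells 24 of 18020 passed (1151 unadjusted; limma-voom 23, DESeq2 323), and in LEC-like cells 0 of 15409 (679 unadjusted; limma-voom 0, DESeq2 35). How much a change of 2-fold in 200 genes could have been seen differed between these tests. In simulated data edgeR recovered 1.5% of the changed genes over all cells (20445 genes), 24.5% in SEMF-like (15348 genes), 57% in trophocyte-like (17764 genes) and 68% in LEC-like cells (15150 genes). With every gene of at least 1 count kept, edgeR found 245 genes in SEMF-like, 207 in trophocyte-like and 204 in LEC-like cells. No block was used for the replicates, which share a hashtag set across the regions, and the counts depend on that choice. With the replicate number as a block, edgeR gave 13 genes over all cells and 385 in SEMF-like cells. It gave 744 in trophocyte-like and 265 in LEC-like cells. Neither the paper nor the labels tie a replicate number to a shared mouse or day, so the choice between the models stays open. The low counts without the block therefore do not show that the regions are alike. All other counts given here are without the block. Leaving out 1 library moved the trophocyte-like count to between 37 (without distal replicate 2) and 165 (without proximal replicate 1). It moved the LEC-like count to between 5 (without distal replicate 2) and 82 (without proximal replicate 1), and the SEMF-like count to 7 without proximal replicate 1 and to 0 without either distal replicate. Of the WNT and BMP list, 0 genes passed after adjustment over all genes in any of the 4 comparisons, and 3 each in trophocyte-like and LEC-like cells when adjusted over the list alone. The 1 gene in SEMF-like cells was Hoxc9 (chromosome 15, 102884117 to 102893531), at 0.06 and 0.031 CPM in the proximal and 8.33 and 9.94 CPM in the distal replicates 1 and 2 (log2 fold change 7.62, standard error 0.43, adjusted p = 0.0453 from edgeR). It passed in 7 of 13 settings and not without distal replicate 1 (adjusted p = 0.141) or distal replicate 2 (0.363). In trophocyte-like cells Hoxc9 changed by 8.68 (standard error 0.50, adjusted p = 0.00990 from edgeR) and passed in 13 of 13 settings. Galnt3, Hoxc8, Ly6h and Syndig1 were also higher distally in trophocyte-like cells, by 3.35, 2.97, 2.61 and 2.43 on the log2 scale. Higher proximally were Chodl (-3.31), Gm8113 (-3.07), Avpr1a (-3.02), Lrrc7 (-2.80) and Bche (-2.78, standard error 0.16, adjusted p = 0.00990 from edgeR), of which Bche passed in 13 of 13 settings. Of the 24 genes, 12 were not among the genes used for clustering. Without distal replicate 1, Hoxc8, Ly6h, Syndig1, Avpr1a, Gm8113 and Chodl did not pass (adjusted p between 0.0566 and 0.0803), and without distal replicate 2, Hoxc8, Ly6h, Galnt3, Avpr1a and Gm8113 did not (0.0552 to 0.0816). Hoxc8 and Hoxc9 both overlap Hoxc5 on the same strand, and Gm8113 is a predicted gene whose UMIs may be shared with similar copies. The difference between SEMF-like and trophocyte-like cells itself was not found to differ between the regions in any of 18173 genes by edgeR (0 genes, 1012 at an unadjusted p under 0.05; limma-voom 0), and 1 of the 28 tested genes of the list passed when adjusted over the list alone. Across genes, the profile of a class in 1 library had a mean r of 0.974 with the library of the same region and 0.977 with those of the other region in SEMF-like cells, 0.986 and 0.985 in trophocyte-like, 0.987 and 0.987 in LEC-like and 0.935 and 0.933 in VTT-like cells.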

**Fig. 3:**
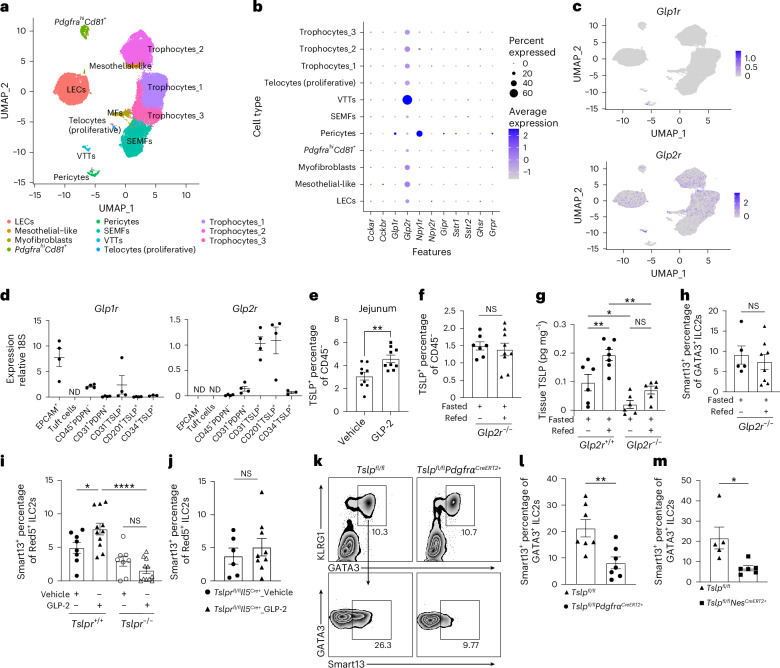
GLP-2 drives ILC2 activation through TSLP signaling. **a**–**c**, scRNA-seq analysis of sorted TSLP-tdTomato^+^ cells from the siLP. **a**, UMAP representing cell clustering analysis. **b**, Expression of gut hormorne receptors by TSLP-tdTomato ^+^ stromal cells. **c**, Feature plots representing *Glp1r* (top) and *Glp2r* (bottom) expression. **d**, RT–qPCR analysis of *Glp1r* (left) and *Glp2r* (right) expression on sorted gut. CD45^−^EPCAM^+^ (epithelial cells), tuft cells, CD45^+^PDPN^−^ (hematopoietic cells), CD45^−^CD31^+^PDPN^+^ (LECs), CD45^−^CD31^−^TSLP-tdTomato^+^ total stromal cells, CD45^−^CD31^−^TSLP-tdTomato^+^ CD201^+^ (telocytes) and CD45^−^CD31^−^TSLP-tdTomato^+^ CD34^+^ (trophocytes). Biological replicates *N* = 3 or 4, pooled from 2 independent experiments. Error bars indicate samples mean ± s.e.m. **e**, Percentage of TSLP-tdTomato^+^cells among CD45^−^ cells in proximal jejunal LP after three consecutive GLP-2[Gly2] s.c. injections as assessed by flow cytometric analysis. Biological replicates *N* = 9 for each column group, pooled from at least 2 independent experiments. Statistical analysis was performed using unpaired *t*-test, **P < 0.01. Error bars indicate samples mean ± s.e.m. **f**, Flow cytometric analysis showing percentage of total TSLP-tdTomato^+^ cells among CD45^−^ cells in proximal jejunal LP from fasted *Glp2r*^−*/*−^Flare-TSLP mice after oral food gavage at 2 h. Biological replicates *N* = 7 for control group and *N* = 9 for refeeding group, pooled from at least 2 independent experiments. Statistical analysis was performed using unpaired *t*-test. Error bars indicate samples mean ± s.e.m. **g**, ELISA of TSLP protein from supernatant of proximal jejunal tissue explants after oral gavage at 2 h in *Glp2r*^−*/*−^ or WT mice after overnight fasting. Biological replicates with total *N* = 25, pooled from at least 2 independent experiments. Statistical analysis was performed using ANOVA with correction for multiple comparisons, *P < 0.05, **P < 0.01. Error bars indicate samples mean ± s.e.m. **h**, Quantification of percentage of IL-13 (Smart13)^+^ ILC2s among proximal jejunal LP ILC2s from fasted *Glp2r*^−*/*−^Smart13 mice after 16-h fasting followed by 4-h water or refeeding ad libitum. ILC2s were gated on Lin^−^CD45^+^GATA3^+^ cells. Biological replicates *N* = 5 for control group and *N* = 8 for refeeding group, pooled from at least 2 independent experiments. Statistical analysis was performed using unpaired *t*-test. Error bars indicate samples mean ± s.e.m. **i**, Quantification of percentage of IL-13 (Smart13)^+^ ILC2s among proximal jejunal LP ILC2s in *Tslpr*^*+/+*^Red5Smart13 or *Tslpr*^−*/*−^Red5Smart13 mice after three daily injections of GLP-2[Gly2]. ILC2s were gated on Lin^−^CD45^+^IL-5(Red5)^+^ cells. Biological replicates with total *N* = 38, pooled from at least 2 independent experiments. Statistical analysis was performed using ANOVA with correction for multiple comparisons, *P < 0.05, ****P < 0.0001. Error bars indicate samples mean ± s.e.m. **j**, Quantification of percentage of IL-13 (Smart13)^+^ ILC2s among proximal jejunal LP ILC2s in *Tslpr*^*fl/fl*^*Il5*^*Cre+*^ Smart13 after three daily injections of GLP-2[Gly2] or vehicle control. ILC2s were gated on Lin^−^CD45^+^IL-5(Red5)^+^ cells. Biological replicates *N* = 6 for vehicle control group and *N* = 9 for GLP-2[Gly2] injection group, pooled of 2 independent experiments. Statistical analysis was performed using unpaired *t*-test. Error bars indicate samples mean ± s.e.m. **k**,**l**, Flow cytometric analysis of percentage of IL-13 (Smart13)^+^ ILC2s among proximal jejunal LP ILC2s in *Tslp*^*fl/fl*^*Pdgfrα*^*CreERT2+*^Smart13 or littermate *Tslp*^*fl/*^^fl^ Smart13 controls post-tamoxifen followed by three daily injections of GLP-2[Gly2]. **k**, Representative flowplots. **l**, Quantitation. ILC2s were gated as Lin^−^CD45^+^GATA3^+^ cells. Biological replicates *N* = 7 for each column group, pooled from at least 2 independent experiments. Statistical analysis was performed using unpaired *t*-test, **P < 0.01. Error bars indicate samples mean ± s.e.m. **m**, Flow cytometric analysis of percentage of IL-13 (Smart13)^+^ ILC2s among proximal jejunal LP ILC2s in *Tslp*^*fl/fl*^*Nes*^*CreERT2+*^Smart13 or littermate *Tslp*^*fl/*^^fl^ Smart13 controls post-tamoxifen followed by three daily injections of GLP-2[Gly2]. Biological replicates *N* = 6 for control group and *N* = 5 for experiment group, pooled from 2 independent experiments. Statistical analysis was performed using unpaired *t*-test, *P < 0.05. Error bars indicate samples mean ± s.e.m.

Nutrients in food are absorbed primarily by the prevalent enterocytes and sensed by less frequent EECs, which respond to luminal content by releasing peptide hormones that regulate nutrient uptake, metabolism, intestinal motility and satiety. EECs, named by dominant hormones they release, develop along vertically zonated villus trajectories through nodes of differentiation accompanied by activation of overlapping components of their peptide hormone repertoires^22,23^. We next investigated the expression of gut peptide hormone receptors expressed by subepithelial fibroblasts that would enable crosstalk between nutrient-sensing EECs and these structural cells. 

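Transcripts of 11 receptors of gut peptide hormones (Cckar, Cckbr, Glp1r, Glp2r, Npy1r, Npy2r, Gipr, Sstr1, Sstr2, Ghsr and Grpr) were measured in the classes of the small intestinal libraries, after these genes had been kept out of clustering. Glp2r, the GLP-2 receptor gene (chromosome 11, 67552328 to 67662461), was found at 319 ± 70.5 CPM in VTT-like cells (SD, n = 4 libraries), 67.0 ± 17.4 in universal fibroblast-like, 61.2 ± 15.2 in myofibroblast-like, 44.3 ± 6.79 in trophocyte-like, 42.6 ± 9.26 in LEC-like and 16.4 ± 1.67 in SEMF-like cells. Pericyte-like cells had 11.7 ± 10.5 CPM, blood endothelial-like cells 9.62 CPM and T cell or ILC-like cells 7.55 CPM. The profile of near-empty barcodes held between 53.9 and 81.9 CPM of Glp2r, so free RNA carries the transcript. The means of trophocyte-like, LEC-like and SEMF-like cells lay below this range. Those of universal fibroblast-like and myofibroblast-like cells lay within it. The range is no floor for cells, since blood endothelial-like and T cell or ILC-like cells lay far below it. A mean below the range can therefore still hold the cells' own transcripts. Classes of immune cells differed in how much Glp2r they held, with 21.3 ± 3.45 CPM in B or plasma cell-like and 29.8 ± 10.5 CPM in myeloid-like cells. The level in SEMF-like cells was not above these. After 10% of each sum was subtracted along that profile, SEMF-like cells had 10.7 CPM. Glia-like cells, a cluster of 164 cells that the tdTomato rule of the methods removes, had 221 ± 34.8 CPM. A Glp2r UMI was found in 70.9% ± 5.47 of VTT-like cells, 35.8% ± 9.36 of universal fibroblast-like, 30.9% ± 3.72 of trophocyte-like, 23.4% ± 4.57 of LEC-like and 11.9% ± 2.10 of SEMF-like cells (SD, n = 4 libraries). Median UMIs per cell in these classes were 7974, 8082, 8908, 6143.5 and 8471. Immune cells were taken as background. T cell or ILC-like cells, with a median of 5003.5 UMIs, had 2.92% ± 0.778, B or plasma cell-like cells, with 12289 UMIs, 18.2% ± 2.15, and myeloid-like cells, with 8270 UMIs, 21.0% ± 3.75. With every cell thinned to 2500 UMIs, which all kept cells reach, the shares were 47.3%, 14.6%, 9.86%, 9.15% and 3.62%, against 0.935%, 3.67% and 6.43% in T cell or ILC-like, B or plasma cell-like and myeloid-like cells. The share in SEMF-like cells did not exceed that of the last 2, but lay above that of T cell or ILC-like cells. The last 2 may set the background too high, since they also held fibroblast transcripts. At 2500 UMIs, Wnt4 was found in 38.6% of SEMF-like, 11.8% of myeloid-like, 1.71% of B or plasma cell-like and 0.495% of T cell or ILC-like cells. Over the libraries, the thinned shares of trophocyte-like (8.44% to 12.0%) and LEC-like cells (8.29% to 11.0%) overlapped those of myeloid-like cells (4.81% to 9.87%). In fibroblast-like and LEC-like classes the other 10 receptors were lower than Glp2r. Npy1r (chromosome 8, 67149364 to 67159731) was at 160 ± 67.5 CPM in pericyte-like cells, 9.38 ± 1.27 in trophocyte-like, 6.63 ± 7.90 in VTT-like and 0.335 ± 0.193 in SEMF-like cells, and at 35.3 ± 65.7 CPM in an unnamed cluster led by Paneth cell genes. Glp1r (chromosome 17, 31120525 to 31159765) was at 15.9 ± 7.51 CPM in pericyte-like and 6.77 ± 4.32 in T cell or ILC-like cells, and at 0.0181 ± 0.0133 CPM in trophocyte-like cells. Grpr and Gipr reached 4.33 ± 2.42 and 3.55 ± 4.06 CPM in pericyte-like cells. In fibroblast-like and LEC-like classes, every receptor but Glp2r and Npy1r was under 1 CPM on average, a level at which single cells cannot be judged at this depth.

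**Figure D3:**
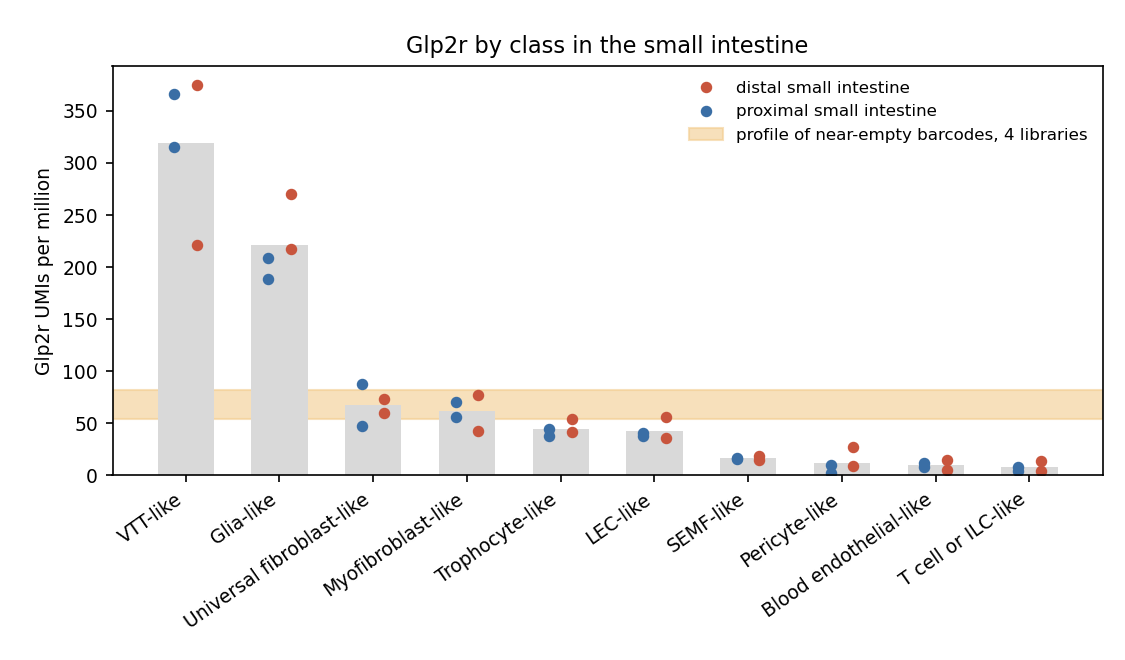
Glp2r CPM by class in the small intestine; bars are means over the 4 libraries, points are libraries (blue proximal, red distal), and the band spans the level in the profile of near-empty barcodes of the 4 libraries. VTT-like cells lie between 221 and 374 CPM in every library, above the band. SEMF-like cells lie below it, as do the means of trophocyte-like and LEC-like cells. The means of universal fibroblast-like and myofibroblast-like cells lie within it. The band is no floor for cells, since the means of blood endothelial-like and T cell or ILC-like cells lie far below it.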

Our data, consistent with that of others, revealed that intestinal stromal cells express high amounts of mRNA for the receptor for glucagon-like peptide-2 (GLP-2) with less consistent evidence for other gut peptide hormone receptors (Fig. 3b,c), in both mouse and human^15,16,24,25^ (Extended Data Fig. 6a,e–h). Spatial transcriptional analysis from a public dataset of mouse small intestine revealed that *Glp2r* expression associated predominantly with *Pdgfrα*^*hi*^ populations that also co-expressed *Tslp* (Extended Data Fig. 6b–d). Of note, *Foxl1*^*+*^ telocytes, including VTTs, were enriched strongly for *Glp2r* expression (Fig. 3b and Extended Data Fig. 4f).

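Against all other fibroblast-like cells, Glp2r was higher in VTT-like cells by 2.84 on the log2 scale (standard error 0.13, adjusted p = 8.28e-11 from edgeR with library as a block), in 4 of 4 libraries and in 16 of 16 settings. With each library left out in turn the change stayed between 2.69 and 2.92. Against SEMF-like cells it was higher by 4.27 (standard error 0.13, adjusted p = 3.67e-08 from edgeR). In simulated data for this second comparison, with 200 of 12414 genes changed 2-fold, edgeR recovered 71.5% of the changed genes with 5.92% false calls. SEMF-like cells, in which Foxl1 was also raised, had less Glp2r than trophocyte-like cells in 4 of 4 libraries and 16 of 16 settings (log2 fold change -1.63, standard error 0.06, adjusted p = 3.25e-05 from edgeR). Splitting the classes by Foxl1 UMIs, a comparison chosen after the data had been seen, gave 15.3 ± 2.83 CPM of Glp2r in the 585 SEMF-like cells with a Foxl1 UMI and 16.5 ± 1.67 CPM in the 8172 without (SD, n = 4 libraries), lower with a Foxl1 UMI in 3 of 4 libraries. In VTT-like cells the 114 with a Foxl1 UMI had 379 ± 120 CPM and the 268 without 289.6 ± 66.6 CPM. The level was higher with a Foxl1 UMI in 4 of 4 libraries, at 528 against 316 and 359 against 261 CPM of Glp2r in the proximal replicates 1 and 2 and 391 against 367 and 236 against 214 CPM in the distal replicates 1 and 2. Neither split was tested. Foxl1 was at between 43.2 and 71.7 CPM in the VTT-like cluster, 8.07 ± 1.93 CPM in the larger SEMF-like cluster and 10.8 ± 1.83 CPM in myofibroblast-like cells, so a cell without a Foxl1 UMI can still express the gene. The names limit this comparison, since Foxl1+ telocytes without Lgr5 can lie in the VTT-like cluster and the SEMF-like clusters rested on 4 of 8 markers.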

Although prominent in pancreatic glucagon-producing alpha cells, proglucagon is also expressed highly in subsets of small intestinal EECs, particularly L cells, which express tissue-specific convertases that post-translationally process proglucagon to the peptides glucagon-like peptide-1 (GLP-1), GLP-2 and oxyntomodulin rather than glucagon^26–28^. In response to food constituents, proglucagon-derived peptides are secreted into the basolateral space, where the activities of GLP-1 and GLP-2 are kept localized by high concentrations of the inactivating dipeptidyl peptidase-4 enzyme. GLP-2 is intestinotrophic, promoting microvillus lengthening, increasing vascular flow and enhancing the epithelial barrier, in part by stimulating release of insulin-like growth factor-1 and epidermal growth factor from subepithelial fibroblasts^26^. Using qPCR analysis, we detected *Glp2r* expression by stromal cells but not epithelial cells (Fig. 3d). Further, administration of stabilized GLP-2R agonist, GLP-2[Gly2], significantly increased the prevalence of TSLP-tdTomato^+^ cells in siLP compared to mice treated with vehicle control (Fig. 3e and Extended Data Fig. 7a,b). The proportions of fibroblasts or LECs were not altered by GLP-2[Gly2] administration (Extended Data Fig. 7c), but there appeared to be more CD201^+^ telocytes within the CD45^−^TSLP-tdTomato^+^CD31^−^ stromal populations in the siLP (Extended Data Fig. 7d,e). In vitro incubation of sorted CD45^−^TSLP-tdTomato^+^CD31^−^ cells with GLP-2[Gly2] resulted in increased antibody labeling of TSLP protein compared to vehicle control-treated cells (Extended Data Fig. 7f).

In considering how GLP-2 might induce TSLP expression in the gut subepithelial fibroblasts, we note previous studies implicating GLP-2 stimulation of enteric neurons by signals through PI3K with mTOR or ERK to induce VIP expression^29^. GLP-2 can also increase intracellular cyclic AMP concentrations, including in fibroblasts^30,31^, and cAMP has been implicated in TSLP production and release^32,33^. To investigate the potential mechanisms by which GLP-2 regulates TSLP upregulation, we measured TSLP protein concentrations in three experimental settings, including primary intestinal fibroblasts derived from mouse and human tissues as well as ex vivo mouse intestinal explants. Fibroblast monolayers or tissue explants were treated with GLP-2 alone or in combination with a cAMP agonist forskolin or with inhibitors targeting CREB (666-15), PI3K (LY294002), mTOR (rapamycin), or MEK/ERK (PD98059) (Extended Data Fig. 7g–j). Treatment with GLP-2 agonist alone significantly increased TSLP amounts, whereas cotreatment with PI3K, mTOR and MEK/ERK inhibitors blocked the increased TSLP in all three models, suggesting the engagement of PI3K-mTOR and PI3K-ERK signaling pathways, and consistent with previous findings. In mouse and human fibroblasts, forskolin increased TSLP and antagonism of CREB using 666-15 abrogated GLP-2-induced TSLP upregulation (Extended Data Fig. 7g,h,j); mouse explants were less affected by interruption of these pathways (Extended Data Fig. 7i). Together, these data suggest that GLP-2 regulates TSLP upregulation through PI3K-mTOR and PI3K-ERK signaling with the possible involvement of the cAMP-CREB axis in TSLP induction.

## GLP-2 mediates TSLP-dependent activation of intestinal ILC2s in vivo

In support of the role for GLP-2 in the induction of TSLP by feeding, the increased prevalence of TSLP-tdTomato^+^ cells in proximal siLP and the amounts of TSLP protein recovered from intestinal tissue explants and homogenates were abrogated in fasted and refed mice lacking GLP-2R (Fig. 3f,g and Extended Data Fig. 7k). Activation of ILC2s after feeding was also attenuated in *Glp2r*^−/−^ mice as assessed by IL-13 reporter (Smart13) expression (Fig. 3h). These results suggest that both TSLP production and ILC2 activation are downstream effects of GLP-2 induced by feeding. Administration of GLP-2[Gly2] led to an increase in activated IL-13-reporter^+^ ILC2s that was not associated with proliferation and that was attenuated in TSLPR-deficient mice (Fig. 3i and Extended Data Fig. 7l,m), as well as in *Tslpr*^*fl/fl*^*Il5*^*Cre+*^Smart13 mice (Fig. 3j), which lack TSLPR on ILC2s, and tamoxifen-treated *Tslp*^*fl/fl*^*Pdgfrα*^*CreERT2+*^Smart13 mice (Fig. 3k,l), which lack TSLP in fibroblasts.

TSLP is also important for type 2 immune responses after *T.* *muris* infection^12^. In line with this, the activation of *Tslpr*^−*/*−^ ILC2s was diminished significantly following *T.* *muris* infection (Extended Data Fig. 8a). A similar reduction in ILC2 activation was observed in *Tslpr*^*fl/fl*^*Il5*^*Cre+*^Smart13 mice (Extended Data Fig. 8b), and *Tslp*^*fl/fl*^*Pdgfrα*^*CreERT2+*^Smart13 after tamoxifen treatment (Extended Data Fig. 8c). Given that *Glp2r* expression was highly expressed in telocytes among stromal cell populations in the small intestine (Fig. 3b and Extended Data Fig. 5b), we hypothesize that these cells may represent the primary GLP-2-responsive cells mediating the downstream TSLP-ILC2 signaling axis. qPCR analysis revealed that *Nes*, the gene encoding for the intermediate filament protein Nestin, was expressed by total stromal cells, with CD201^+^ subepithelial villus fibroblasts including telocytes showing the highest amounts of *Nes* expression as compared to other stromal subsets, including CD34^+^ trophocytes (Extended Data Fig. 8d). 

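Ranked by Glp2r within each of the 4 small intestinal libraries, VTT-like cells were the highest of the fibroblast-like, LEC-like, pericyte-like and myofibroblast-like classes in 4 of 4. The VTT-like cells gave 1115 Glp2r UMIs. Within the cluster, the 120 cells with a Lgr5 UMI had 632 ± 136 CPM of Glp2r (SD, n = 4 libraries, range 522 to 813) and the 262 without 196 ± 24.8 CPM (range 174 to 231), so the level in VTT-like cells rested more on the cells with Lgr5, in a split chosen after the data had been seen. The 262 cells were still above every other fibroblast-like class. Apart from glia-like cells, the unnamed cluster led by chemokine genes came next at 72.0 ± 22.5 CPM, and the unnamed cluster led by Ptn and Scg2, whose Pdgfra level was the highest of the clusters, had 19.3 CPM. Between the regions, Glp2r did not pass the threshold in SEMF-like (log2 fold change 0.04, standard error 0.19), trophocyte-like (0.22, 0.18) or LEC-like cells (0.17, 0.20), with adjusted p values of 1.00, 0.999 and 1.00 from edgeR. From the high Glp2r expression in telocytes among stromal cells, the paper proposes that these cells may be the main ones to respond to GLP-2. It proposes that they may so mediate the TSLP-ILC2 axis downstream of GLP-2. It then turns to Nes to delete Tslp in subepithelial villus fibroblasts, which include telocytes.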

We crossed *Tslp*^*fl/fl*^ Smart13 reporter mice with *Nes*^*CreERT2*^ mice to achieve deletion of *Tslp* in subepithelial villus fibroblasts. After tamoxifen treatment, *Tslp*^*fl/fl*^*Nes*^*CreERT2+*^Smart13 mice exhibited diminished ILC2 activation following GLP-2[Gly2] administration and this was phenocopied using *Tslp*^*fl/fl*^*Pdgfrα*^*CreERT2+*^Smart13 mice (Fig. 3m), indicating that subepithelial villus fibroblasts represent the main source of TSLP in the small intestine that mediates ILC2 activation downstream of GLP-2. Further, after *T.* *muris* infection, *Tslp*^*fl/fl*^*Nes*^*CreERT2+*^Smart13 mice also exhibited impaired ILC2 activation as indicated by the reduced percentage of Smart13^+^ ILC2s and lower expression of Smart13 and ICOS (Extended Data Fig. 8e,f), and consistent with enriched *Glp2r* expression by TSLP*-*tdTomato^+^ subepithelial fibroblasts, including telocytes, in the mouse cecum and proximal colon (Extended Data Fig. 5b) where the parasites reside. These data indicate that fibroblast-derived TSLP, particularly from the telocytes, is required for optimal activation of TSLPR^+^ ILC2s after food intake and *T.* *muris* infection. 

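The cecum and the large intestine each gave 1 library, so their values have no replicate and no test. The intervals given are 95% Poisson intervals for CPM and exact binomial ones for shares, which cover counting error only. All 6 libraries were clustered together for them, and 1 cluster in which all 8 SEMF markers were raised held 728 cells of the cecum and 3299 of the large intestine. Glp2r was at 227 CPM in these SEMF-like cells of the cecum (214 to 241; 1095 UMIs) and at 155 CPM in those of the large intestine (151 to 159; 5129 UMIs). In these cells 67.6% (64.0 to 71.0; median 6220.5 UMIs per cell) and 63.4% (61.7 to 65.0; median 9357) had a Glp2r UMI. Universal fibroblast-like cells followed at 187 CPM (183 to 191; 5259 cells) in the cecum and were at 164 CPM (159 to 170; 1992 cells) in the large intestine, above the SEMF-like cells there. The largest unnamed cluster, led by Ccl8, Postn and Wnt4, had 63.4 CPM (60.7 to 66.0) and 78.2 CPM (75.4 to 81.1) of Glp2r in the cecum and the large intestine. Other classes had less Glp2r. Pericyte-like cells had 31.2 CPM (21.0 to 44.5) in the cecum and 26.8 CPM (20.7 to 34.0) in the large intestine, with a Glp2r UMI in 12.4% (median 5729 UMIs) and 11.9% (median 6399) of cells, and blood endothelial-like cells of the large intestine had 14.8 CPM (9.16 to 22.6). The near-empty barcodes held 183 and 164 CPM of Glp2r in the cecum and the large intestine, near or above the level in SEMF-like cells. B or plasma cell-like cells of the large intestine, the largest immune cluster there with 66 cells, had 9.25 CPM (1.91 to 27.0; 3 UMIs). Free RNA therefore did not bring every class to its own level, but how much it added to SEMF-like and universal fibroblast-like cells was not determined. Nearly all of the 364 cells of the VTT-like cluster in this clustering came from the small intestine, so no level of Glp2r in VTT-like cells is given for either tissue. The SEMF-like cluster here and the SEMF-like clusters of the small intestine alone were named separately and hold different cells, so their levels were not compared. The label of the library says large intestine, and the paper names the proximal colon.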

Of note, male *Glp2r*^−/−^ mice had diminished ILC2 activation compared to wild-type (WT) mice following *T.* *muris* infection, whereas female *Glp2r*^−/−^ mice were more variable (Extended Data Fig. 8g,h), and suggesting that GLP-2 may play a role in TSLP-dependent ILC2 activation during *T.* *muris* infection.

Taken together, these data support a biological pathway linking the activation of preproglucagon^+^ EECs with GLP-2-mediated stimulation of subepithelial fibroblasts leading to increased production of TSLP, which activates resident ILC2s to produce IL-13 in the intestine.

## GLP-2 mediates ILC2-dependent amplification of the small intestinal tuft cell circuit

Activation of intestinal ILC2s to release IL-13 leads to biased production of tuft cells from the transit-amplifying zone, which depends on IL-4Rα expression on intestinal epithelial cells^6,7^. Consistent with these findings, administration of GLP-2[Gly2] resulted in increased numbers of small intestinal tuft cells independent of proliferation as indicated by 5-ethynyl-2′-deoxyuridine (EdU) negative staining, which was significantly attenuated in *Tslpr*^−/−^, *Tslpr*^*fl/fl*^*Il5*^*Cre+*^, *Il13rα1*^−/−^ and *Il4rα*^−/−^ mice (Fig. 4a,b and Extended Data Fig. 9a,b). Further, the increase in tuft cells was diminished in *Il4ra*^*fl/fl*^Vil1^Cre+^ mice, supporting a role for epithelial IL-4Rα in activating the circuit (Fig. 4b and Extended Data Fig. 9a,b). Furthermore, GLP-2-induced tuft cell hyperplasia was attenuated in tamoxifen-treated *Tslp*^*fl/fl*^*Pdgfrα*^*CreERT2+*^ and *Tslp*^*fl/fl*^*Nes*^*CreERT2+*^ mice that lack fibroblast TSLP as compared to control mice (Fig. 4c and Extended Data Fig. 9c,d). To further confirm EECs can activate the ILC2–tuft cell circuit through an activated G protein-coupled receptor (GPCR) pathway, we utilized triple-mutant *Vil1*^*Flp*^*Cck*^*Cre*^*R26*^*Dual*−*hM3Dq*^ mice with epithelial lineage-restricted expression of activating designer receptors exclusively activated by designer drugs (DREADDs) on CCK-lineage-restricted intestinal epithelia, which includes preproglucagon^+^ EECs that secrete GLP-2 (ref. ^23^; Fig. 4d and Extended Data Fig. 9e). Following administration of the synthetic ligand clozapine N-oxide (CNO), ILC2s and tuft cells were increased in the small intestine, confirming amplification of the epithelial tuft cell circuit downstream of EEC activation (Fig. 4e–g and Extended Data Fig. 9f,g).

**Fig. 4:**
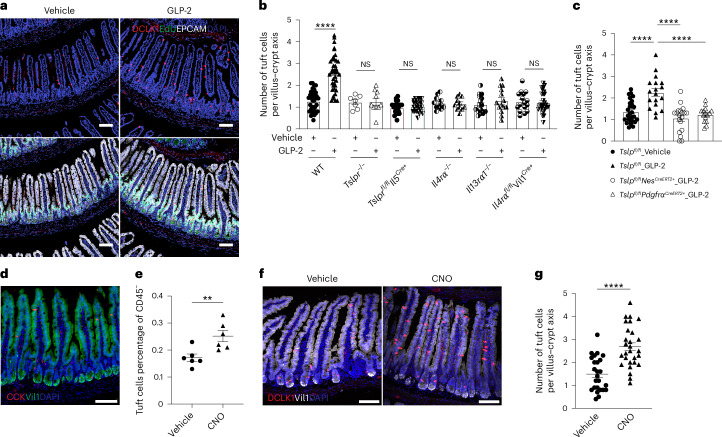
GLP-2 drives ILC2-dependent tuft cell expansion. **a**, Representative imaging of tuft cells in jejunum after three daily injections of GLP-2[Gly2]. EdU was injected 24 h before tissue harvest. Green, EdU; red, DCLK1; white, EPCAM; blue, DAPI; ×20 objective. Scale bars, 100 µm. **b**, Quantification of jejunal tuft cells after three daily GLP-2[Gly2] injections or vehicle control in WT, *Tslpr*^−/−^, *Tslpr*^*fl/fl*^*Il5*^*Cre+*^, *Il4rα*^−/−^, *Il13rα*^−/−^ and *Il4rα*^*fl/fl*^Vil1^Cre+^ mice. For tuft cell quantification, images were acquired using ×20 objective, and total DCLK1^+^EPCAM^+^ cells in each field were counted and normalized by total number of villus–crypt axes in the field. Each dot represents an imaging field, total *N* = 232; data pooled from 3 to 10 mice. A plot with averages of each mouse is included in Extended Data Fig. 9b. Statistical analysis was performed using ANOVA with correction for multiple comparisons, ****P < 0.0001. Error bars indicate samples mean ± s.e.m. **c**, Quantification of jejunal tuft cells after three daily GLP-2[Gly2] or vehicle control injections in *Tslp*^*fl/fl*^, *Tslp*^*fl/fl*^*Nes*^*CreERT2+*^ and *Tslp*^*fl/fl*^*Pdgfrα*^*CreERT2+*^ mice. Each dot represents an imaging field, total *N* = 80; data pooled from 3 to 6 mice. A plot with averages of each mouse is included in Extended Data Fig. 9d. Statistical analysis was performed using ANOVA with correction for multiple comparisons, ****P < 0.0001. Error bars indicate samples mean ± s.e.m. **d**, Representative imaging showing CCK^+^ EECs in *Vil1*^*Flp*^*Cck*^*Cre*^*R26*^*Dual*−*hM3Dq*^ mice. Red, *Cck*-mCherry; green, Vil1-GFP; blue, DAPI; ×20 objective. Scale bar, 100 µm. **e**–**g**, Quantification of jejunal tuft cells after administration of clozapine N-oxide CNO or vehicle control in *Vil1*^*Flp*^*Cck*^*Cre*^*R26*^*Dual*−*hM3Dq*^ mice. **e**, Percentage of tuft cells among the CD45^−^ epithelial fraction by flow cytometric analysis. Two independent experiment repeats were combined to generate the plot. Biological replicates *N* = 6 for each column group were compared using two-tailed unpaired *t*-test, **P < 0.005. Error bars indicate samples mean ± s.e.m. **f**, Representative imaging of tuft cells. Red, DCLK1; white, Vil1-GFP; blue, DAPI; ×20 objective. Scale bars, 100 µm. **g**, Quantification of tuft cells. Each dot represents an imaging field, *N* = 25 for control group and *N* = 28 for CNO treatment group; data pooled from 6 mice each group from 2 independent experiments. A plot with averages of each mouse is included in Extended Data Fig. 9g. Statistical analysis was performed using two-tailed unpaired *t*-test, ****P < 0.0001. Error bars indicate samples mean ± s.e.m.

## Discussion

Intestinal telocytes and trophocytes are subepithelial fibroblasts extending from the crypts to the villus tips whose arborizing dendrites establish the critical WNT and BMP counter-gradients that maintain stem cells and control epithelial differentiation during villus transit^15,16,34,35^. Our findings demonstrate that these critical structural cells are the principal intestinal cell sources of TSLP—an alarmin linked with activation of type 2 immune cells, including ILC2s—and are consistent with roles for long-lived structural cells as hubs for tissue immunity^36^. Notably, TSLP expression was prominent in VTTs, specialized *Lgr5*^+^ subepithelial fibroblasts that control epithelial differentiation at villus apices, and positioning them to relay information regarding intestinal content^17^. Further work is needed to assess whether related structural fibroblast subsets in other tissues mediate local TSLP-mediated communication with innate immune cells.

Although activation of ILC2s by food intake was noted^19^, how information regarding luminal content is relayed through epithelia to resident ILC2s remained unclear. EECs sense nutrients and secrete peptide hormones and neurotransmitters that collectively orchestrate intestinal motility, absorption and integration of neuronal circuitry controlling feeding, satiety and positive consumptive or negative aversive reactions^37^. Sophisticated fate-mapping and lineage-marking studies revealed EECs have a longer half-life than enterocytes during villus ascent and are zonated vertically such that peptide hormones are expressed sequentially in overlapping patterns among EEC subsets to optimize small intestinal function^22,23,38^. In our investigation, we verified expression of receptors on telocytes for GLP-2—a proglucagon-derived peptide previously shown to promote release of epithelial growth factors from intestinal subepithelial fibroblasts^39^. Although GLP-2 deletion does not impact small intestine differentiation, it is required for recovery from intestinal atrophy after fasting or injury^40–42^, underpinning the success of stabilized GLP-2 receptor agonists used therapeutically in humans to increase small intestine growth or prevent atrophy following parenteral feeding^27^. Although effects of GLP-2 receptor agonists are reversible after cessation of therapy^43^, the striking intestinotrophic effects of model helminth and protist infections prompted us to query whether this physiologic pathway shared mechanisms with the intestinal response to these organisms, which includes amplification of the ILC2–tuft cell circuit. Whether GLP-1, which is generated in equimolar amounts with GLP-2 after nutrient ingestion, is involved in metabolic adaptations induced by helminth infection and innate type 2 immune pathways will require further study^9,27,28,44^.

Our findings in mouse and human systems show that GLP-2 can stimulate telocytes to produce TSLP, thus linking nutrient ingestion and ILC2-mediated amplification of epithelial tuft cells. Tuft cells are specialized chemosensory cells that express a variety of GPCRs that share signal transduction recognition with type 2 taste receptors and provide feedback amplification of the ILC2–tuft cell circuit by release of a second alarmin, IL-25 (ref. ^45^). As suggested recently, such a system may be part of a regulated food quality control circuit by increasing detection of constituents in ingested cargo that attach positive or negative associations on content that has passed more proximal surveillance mechanisms^46^. Although nutrients stimulate EECs and indirectly activate reversible tuft cell expansion through GLP-2 and TSLP, intestinal protists and helminths can stimulate tuft cell GPCRs directly and sustain the amplified circuit^9,47,48^. By bypassing a physiologic circuit linked with feeding, endemically adapted parasites establish a reproductive niche protected from superinfection by other pathogens while sustaining the host metabolic state^9,49,50^—a condition supported by intestinal lengthening, tuft cell expansion and increased attentiveness to ingested constituents (Extended Data Fig. 9h). Understanding how alarmins like TSLP and IL-25 act combinatorially to regulate innate type 2 immunity in support of local physiologic pathways, as co-opted by intestinal pathobionts to sustain their niche, may enable new strategies for increasing tissue resilience while avoiding the dysregulated state of allergic disease.

## Methods

### Mice

C57BL/6J mice were purchased from the Jackson laboratory (JAX, catalog number 000664) or mutant alleles backcrossed more than eight generations to C57BL/6J. Red5 or B6(C)-*Il5*^*tm1.1(icre)Lky*^/J^19^, Smart13 or B6.129S4(C)-*Il13*^*tm2.1Lky*^/J^10^, *Tslpr*^−*/*−^ (ref. ^51^), backcrossed *Il4ra*^−/−^ or BALB/c-*Il4ra*^*tm1Sz*^/J (JAX, catalog number 003514)^6^, and *Il13ra1*^−/−^ (ref. ^52^ mice generated or obtained by this laboratory have been described. Vil1^Cre^ or B6.Cg-Tg(Vil1-cre)997Gum/J (JAX, catalog number 004586), *Pdgfra*^*CreERT2*^ or B6.129S-*Pdgfra*^*tm1.1(cre/ERT2)Blh*^/J (JAX, catalog number 032770), *Nes*^*CreERT2*^ or C57BL/6-Tg(Nes-cre/ERT2)KEisc/J (JAX, catalog number 016261) were purchased from the Jackson laboratory. C57BL/6 *Pou2f3*^−/−^ (rederived from C57BL/6NTac *Pou2f3*^*tm1.1(KOMP)Vlcg*^) mice^9^ were provided by M. S. Anderson. C57BL/6 *Tslpr*^*fl/fl*^ mice^53^ were provided by S. F. Ziegler. C57BL/6 *Glp2r*^−*/*−^ mice^54^ were provided by D. Drucker. *Lgr5*-eGFP mice^55^ were provided from Genentech by F. de Sauvage and O. D. Klein. Triple-mutant *Vil1*^*Flp*^ *Cck*^*Cre*^ (JAX, catalog number 012706) *R26*^*Dual*−*hM3Dq*^ (JAX, catalog number 026942) mice^23^ were provided by Z. A. Knight.

Flare-TSLP mice were generated by homologous gene targeting in C57BL/6 embryonic stem cells based on a reporter cassette used to target the *Il25* locus^6^. Briefly, a 2.34-kb 3′ homologous arm in the 3′ untranslated region of *Tslp* was amplified from C57BL/6 genomic DNA and a 3.79-kb fragment from exon 1 to the end of coding sequence of exon 5 was amplified to serve as the 5′ homologous arm. A 5′ *loxP* site (target site for Cre recombinase) was inserted 187 bp upstream of exon 4 within the modified 5′ arm. The reporter cassette encoded (5′ to 3′) a *loxP* site (3′*loxP* in final construct), encephalomyocarditis virus internal ribosomal entry site (IRES) element, tandem RFP or tdTomato, bovine growth hormone poly(A) signal and an frt-flanked neomycin selection cassette, and was subcloned between the modified 5′ and 3′ homologous arms with correct orientation using the multiple cloning site of a basal targeting vector, pKO915-DT (Lexicon Genetics). After linearization by *Not*I, the reporter cassette was electroporated into C57BL/6 embryonic stem cells. Following growth on irradiated mouse embryonic fibroblast feeders and selection in G418-containing medium, neomycin-resistant clones were screened for correct 5′ and 3′ homologous recombination by long-range PCR and further confirmed for retention of the 5′*loxP* site. One clone was injected into albino C57BL/6 blastocysts to generate chimeras and males with coats with the highest black-to-white coat color ratio were bred with B6.129S4-*Gt(ROSA)26Sor*^*tm1(FLP1)Dym*^/RainJ females (JAX, catalog number 009086) to excise the neomycin resistance cassette. Offspring with germline transmission and confirmed neo^r^-deleted *Flare-Tslp* allele were backcrossed to C57BL/6 mice to cross out the FLP1 allele. *Flare-Tslp* was genotyped using primers 5′*loxP fw*: 5′-GGAACGAAGTTGAAACACCACGACC-3′ and 5′*loxP rev*: 5’-GGGGATGGGGATAGGAGGGAAAGAC-3′, yielding a 277-bp mutant or a 243-bp WT band. After Cre-*loxP*-mediated deletion, the floxed-out *Tslp* allele can be detected by PCR using primers 5′*loxP fw* (as above) and *IRES rev*: 5′-TTGTTGAATACGCTTGAGGAGAGCC-3′, yielding a 596 base pair band, whereas a nonrecombined floxed band is 2,878 base pairs.

Mice were maintained in the University of California, San Francisco (UCSF) specific pathogen-free animal facility in accordance with the guidelines established by the Institutional Animal Care and Use Committee and Laboratory Animal Resource Center. Unless otherwise specified, mice were kept on 12-h light–dark cycles and ad libitum water and chow (PicoLab, catalog number 5053). The facility was maintained at temperature 68–79 °F and 30–70% humidity. Pooled experiments included female and male mice at 8–12 weeks old. All experimental procedures were approved by the Laboratory Animal Resource Center at the UCSF.

### Antibodies

**Table:** 

Antibodies	Supplier	Catalog number	Dilution
Brilliant violet 421 anti-mouse CD19 antibody	BioLegend	115549	1:200
Brilliant violet 421 anti-mouse TER-119/erythroid cells antibody	BioLegend	116234	1:200
Brilliant violet 421 anti-mouse Ly-6G/Ly-6C (Gr-1) antibody	BioLegend	108445	1:200
Brilliant violet 605 anti-human/mouse/rat CD278 (ICOS) antibody	BioLegend	313538	1:100
Brilliant violet 421 anti-mouse/human CD11b antibody	BioLegend	101251	1:200
Pacific blue anti-mouse CD11c antibody	BioLegend	117322	1:200
Pacific blue anti-mouse CD49b (pan-NK cells) antibody	BioLegend	108918	1:200
Brilliant violet 421 anti-mouse CD335 (NKp46) antibody	BioLegend	137612	1:200
Brilliant violet 421 anti-mouse NK-1.1 antibody	BioLegend	108741	1:200
Brilliant violet 421 anti-mouse TCR γ/δ antibody	BioLegend	118120	1:200
Pacific blue anti-mouse FcεRIα antibody	BioLegend	134314	1:200
Pacific blue anti-mouse F4/80 antibody	BioLegend	123124	1:200
BUV395 rat anti-mouse CD45	BD	564279	1:200
PE/Cyanine7 anti-mouse/human KLRG1 (MAFA) antibody	BioLegend	138416	1:100
APC anti-human CD4 antibody	BioLegend	300514	1:50
Ki-67 monoclonal antibody (SolA15), FITC, eBioscience	Invitrogen	11-5698-82	1:1000
APC anti-mouse CD201 (EPCR) antibody	BioLegend	141506	1:200
PerCP/cyanine5.5 anti-mouse CD31 antibody	BioLegend	102420	1:200
Brilliant violet 421 anti-mouse CD31 antibody	BioLegend	102424	1:200
Brilliant violet 605 anti-mouse CD140α antibody	BioLegend	135916	1:100
Alexa Fluor 488 anti-mouse LYVE1 antibody	eBiosciences	53-0443-82	1:100
Alexa Fluor 488 anti-mouse podoplanin antibody	BioLegend	127406	1:100
BV786 rat anti-mouse CD34	BD	742971	1:100
Alexa Fluor 647 anti-mouse CD326 (EPCAM) antibody	BioLegend	118212	1:100
Alexa Fluor 488 anti-mouse CD326 (EPCAM) antibody	BioLegend	118210	1:100
Alexa Fluor 488 Rat IgG2a, κ isotype Ctrl antibody	BioLegend	400525	1:100
Anti-DCAMKL1 (DCLK1) antibody	Abcam	ab31704	1:500
Mouse podoplanin antibody	R&D	AF3244	1:250
Mouse PDGFR alpha antibody	R&D	MAB1062	1:250
Mouse EPCR (CD201) antibody	R&D	AF2749	1:200
CD34 monoclonal antibody (RAM34), eBioscience	ThermoFisher	14-0341-82	1:500
Anti-green fluorescent protein antibody	Aveslabs	GFP-1020	1:500
Living colors DsRed polyclonal antibody	TakaraBio	632496	1:250
mCherry monoclonal antibody (16D7)	ThermoFisher	M11217	1:500
TSLP monoclonal antibody	Invitrogen	MA5-23779	1:100

### TSLP antibody labeling

Mouse TSLP antibody for flow cytometric analysis was labeled using Alexa Fluor 488 Antibody Labeling Kit (ThermoFisher, catalog number A20181) following the manufacturerʼs protocol.

### Flow cytometry and FACS

Small intestinal tissues were harvested at indicated times and single-cell suspensions of epithelium or lamina propria were obtained. In brief, 6-cm lengths of proximal jejunum or distal ileum were collected and flushed with ice-cold PBS. After removing the Peyer’s patches, gut tissues were opened and washed with PBS to remove lumen content and mucus. Segments were incubated while rocking for 15 min at 37 °C in 20 ml HBSS (Ca^2+^-free and Mg^2+^-free) containing 5% FCS, 10 mM HEPES (Sigma, catalog number H3537), 10 mM EDTA (Corning, catalog number 46-034-CI) and 10 mM dithiothreitol (DTT; Sigma, catalog number D0632). Tissue segments were vortexed vigorously for 30 s and supernatants collected and centrifuged. The pelleted epithelial fraction was washed once with PBS before staining for flow cytometry. The remaining tissue segments were incubated a second time while rocking for 15 min at 37 °C in 10 ml of the same HBSS/FBS/EDTA/DTT medium and then vortexed for 30 s. The tissue segments were transferred to new tubes and incubated while rocking for 5 min at 37 °C in 20 ml HBSS (with Ca^2+^ and Mg^2+^) containing 2% FCS and 10 mM HEPES before transferring to new tubes containing 5 ml HBSS (with Ca^2+^ and Mg^2+^), 3% FCS, 10 mM HEPES, 30 µg ml^−1^ DNase (Roche, catalog number 10104159001) and 0.1 U ml^−1^ Liberase TM (Roche, catalog number 5401127001) in C tubes (Miltenyi Biotec, catalog number 130-096-334). Samples were processed with gentleMax Octo Dissociator program ‘intestine.’ Lamina propria cells were pelleted, washed and filtered with 70 µM cell strainers before staining for flow cytometry. Standard surface and/or intracellular staining protocols were used followed by 4′,6-diamidino-2-phenylindole (DAPI) or Live/Dead Viability dye (ThermoFisher) staining for dead cell exclusion. Samples were processed using a BD LSRFortessa (Bectin Dickinson) flow cytometer and analyzed using FlowJo software. Cell sorting experiments were performed on MoFlo (Beckman Coulter) or BD FACSAria.

### Primary mouse fibroblast culture

siLP cells were isolated as above. Cells were suspended in fibroblast culture media (DEME/F12 supplement with 10% FBS and penicillin/streptomycin) and incubated at 37 °C with 5% CO_2_ for 4 h to allow fibroblast adherence before washing off nonadherent cells. The remaining adherent cells were incubated in fresh culture medium. Cells were plated at 1 × 10^5^ cells per well in 48-well plates or 2 × 10^5^ cells per well in 24-well plates and incubated overnight before use.

### Human intestinal fibroblast cell lines

#### Study approval

The study was conducted in accordance with the principles of the Declaration of Helsinki and was approved by the Institutional Review Board of the University of California, San Francisco (19-27302). All participants provided written informed consent before inclusion.

### Study participants and biospecimen collection

Patients underwent colonoscopy or sigmoidoscopy for noninflammatory indications (for example, colorectal cancer screening) and were referred as healthy controls (HC). Baseline demographic information for the study participants are provided in Supplementary Table 1. Patients consented to publish deidentified patient demographics including age at the time of sample collection, sex, diagnosis and medical center. Demographic options were defined by the investigators and participants chose their classifications.

### Sample collection and storage

Biopsies from colon and ileum were obtained with standard cold endoscopic biopsy forceps and collected in a conical tube with Basal Media (Advanced DMEM/F12 with nonessential amino acids and sodium pyruvate (Thermo, catalog number 12634-010), 2 mM Glutamax (Thermo, catalog number 35050061), 10 mM HEPES (Corning), penicillin-streptomycin-neomycin (PSN) Antibiotic Mixture (Thermo, catalog number 15640055), 100 µg ml^−1^ Normocin (Invivogen, catalog number ant-nr-2), 1 mM N-acetylcysteine (Sigma-Aldrich, catalog number A9165)) with 10 µM Y-27632 (MedChem Express) at 4 °C. Samples were immediately placed on ice and transported to the laboratory for processing as described^56^. Biopsies were transferred into cryovials containing freezing medium (90% (v/v) FCS, 10% (v/v) dimethylsulfoxide (DMSO) and 10 µM Y-27632) and placed immediately into a freezing container (Coolcell) and stored at −70 °C for up to 4 weeks before transferring to liquid nitrogen cryostorage until further processing.

### Establishment of patient-derived intestinal fibroblast cell lines

Biopsies were thawed for 2.5 min with gentle agitation in a 37 °C water bath, transferred to a 50-ml tube, washed twice with basal medium containing 10 µM Y-27632, and then incubated in 2 ml digestion buffer (basal medium with 10 µM Y-27632, 600 U ml^−1^ Collagenase IV (Worthington, catalog number LS004189), 0.1 mg ml^−1^ DNAse I (Sigma-Aldrich, catalog number D4513)). Biopsies were digested for 20 min at 37 °C in a shaking incubator set at 225 rpm. Samples were pipetted vigorously after incubation. The suspension was passed through a 100-µm strainer (pluriSelect, catalog number 43-100100-40) over a 5-ml tube, and the filter was washed twice with HBSS (Corning), containing 0.1 mg ml^−1^ DNAse I. The suspension was centrifuged at 450*g* for 5 min at 4 °C. One additional wash was performed in HBSS containing 0.1 mg ml^−1^ DNAse I and centrifuged at 450*g* for 5 min at 4 °C. The pellet was resuspended in prewarmed human fibroblast culture medium (EMEM-Eagle’s minimal essential medium with l-glutamine (Quality Biological, catalog number 112-018-101), PSN, 100 µg ml^−1^ Normocin (InvivoGen, catalog number ant-nr-2), FCS 20% (v/v) and 50 ng ml^−1^ recombinant human FGF-basic (PeproTech, catalog number 100-18B)] and plated in a 24-well plate. The culture medium was replaced after 24 h in culture. After expansion, fibroblast lines were transferred to T25 flasks and passaged twice a week at a ratio of 1:3. Aliquots of low-passage (<8) patient-derived intestinal fibroblasts were cryopreserved in 90% FCS with 10% DMSO.

Cells used in this paper were thawed from frozen stocks, expanded in human fibroblast culture medium and maintained in cell incubator at 37 °C with 5% CO_2_. Cells were seeded at 2 × 10^5^ cells per well in 24-well plates and incubated overnight before use.

### TSLP ELISA from mouse intestinal homogenates and explants

Samples from proximal jejunum (2 cm) or distal ileum (3 cm) were weighed and harvested in RIPA (ThermoFisher, catalog number 89900) buffer containing proteinase inhibitors in M tubes (Miltenyi Biotec, catalog number 130-096-335) followed by dissociation with gentleMax Octo Dissociator program ‘protein 1.’ Supernatants from the homogenates were collected following brief centrifugation and stored at −80 °C. Intestinal explants were cultured in 96-well plates with complete RPMI 1640 medium supplemented with 10% FBS for 5 h at 37 °C in a 5% CO_2_ incubator. After incubation, supernatants were collected following brief centrifugation and stored at −80 °C. TSLP ELISA was performed (Biolegend Deluxe TSLP ELISA kit; BioLegend, catalog number 434104) with undiluted homogenates or tissue explant culture supernatants. Protein concentrations were normalized by tissue weight of the starting samples.

### Drug treatments

MC903 (Calcipotriol, Tocris Biosciences, catalog number 2700; 100 µM working concentration in ethanol) was applied topically on shaved back skin using 60 µl per mouse daily for 7 consecutive days^14^. Stabilized human GLP-2[Gly2] (Teduglutide, Echelon Bioscience, catalog number 471-21) was given at 10 µg per mouse subcutaneously (s.c.) in 100 µl DMSO–PBS solution consecutively for 3 days or as indicated at 25 µg per mouse intraperitoneally (i.p.) 2 h before collecting tissues. Tamoxifen (Sigma, catalog number T5648) was administrated at 3 mg per mouse or 100 mg kg^−1^ in 100 µl corn oil i.p. daily for 7 days; mice were rested for 3–5 days before experimental use. Alternatively, tamoxifen diet (Inotive, catalog number TD.130858) was given to mice ad libitum for at least 4 weeks before experimental use. CNO (Cayman, catalog number 16882) was given 5 mg kg^−1^ i.p. for 3 consecutive days. EdU (Sigma, catalog number 900584) was given i.p. at 1 mg per mouse in 100 µl PBS 24 h before tissue harvests.

For signaling pathway analysis, mouse fibroblasts, mouse intestinal explants and human fibroblasts were treated with agonists including GLP-2[Gly2] 500 nM and forskolin 100 µM (Tocris, catalog number 1099), or inhibitors including 666-15 10 µM (Tocris, catalog number 5661), LY294002 75 µM (Tocris, catalog number 1130), rapamycin 2.5 µM (Biogems, catalog number 1672186) and PD98059 50 µM (TCI, catalog number R0097) in 200 µl of culture medium. Inhibitors were added 1 h before agonists. For TSLP measurement by ELISA (BioLegend, catalog number 521904 for human TSLP; BioLegend, catalog number 434104 for mouse TSLP), supernatants were collected 5 h after agonist stimulation. For TSLP measurement by intracellular staining and flow cytometric analysis, cells were incubated for 4 h with Brefeldin A (BioLegend, catalog number 42601) given 1 h after agonists before cells were harvested and analyzed using standard cell surface and intracellular staining.

### *N. brasiliensis* and *T. muris* infection

*N.* *brasiliensis* was maintained in rats and purified as described^6^. Mice were injected s.c. with 500 purified L3 larvae and small intestines were collected on days 5, 7 and 12 after infection for analysis of tuft cells as described^6^.

Two hundred embryonated *T.* *muris* eggs were orally gavaged per mouse. Cecum and large intestines were analyzed 21 days later.

### Fasting–feeding protocols

For measuring small intestinal TSLP, mice were fasted 16 h overnight before oral gavage with 500 µl food slurry (modified powdered diet formula TekladTD.88232 with comparable nutrient distribution as standard chow diet) in water containing 1.965 kcal for ~1% daily caloric intake) or water as a volumetric control. For small intestinal ILC2 activation, mice were fasted overnight for 16 h before restoring access to standard chow diet (PicoLab, catalog number 5058) and water ad libitum or maintaining on water. Tissues were harvested at indicated timepoints. Overnight fasting followed by water gavage or water access ad libitum was designated the ‘Fasted’ control group; overnight fasting followed by food gavage or food access ad libitum was designated the ‘Fasted+refedʼ group.

### Tissue immunofluorescence

Tissues were fixed in 4% paraformaldehyde (PFA; Electron, catalog number 15710) for 2 h at room temperature or longer at 4 °C, washed three times in PBS and incubated in 30% (w/v) sucrose-PBS solution overnight at 4 °C. Tissues were embedded in optimal cutting temperature compound (OCT; VWR, catalog number 25608-930) on dry ice and stored at −80 °C. Skin samples were cut into 1 cm × 2 cm pieces before fixation. Samples from the small intestine (~10 cm) or proximal large intestine were cut and flushed with PBS before fixation and coiled into ‘Swiss rolls’ before embedding. OCT-embedded tissues were cut into 8–14-µm regular sections or 100-µm thick sections using a Cryostat (Leica, catalog number CM3050 S) and stored at −80 °C. Sections were incubated with 0.02% Triton X-100 (Sigma, catalog number X100) in TNB buffer (Tris-NaCl blocking buffer: 0.1 M Tris-HCl, pH 7.5; 0.15 M NaCl; blocking reagent, Akoya Biosciences, catalog number FP1020) for permeabilization followed by blocking with 5% serum matching the source of the secondary antibodies for 30 min at room temperature. After a 2-h incubation with primary antibodies at room temperature, sections were washed three times in PBS and incubated with secondary antibodies for 1 h at room temperature. Sections were incubated with DAPI for 5 min and washed three times in PBS before mounting. EdU staining was performed using Click-IT Plus EdU imaging kit (Invitrogen, catalog number C10637) following manufacture protocol. Stained samples were visualized using a Nikon A1R confocal microscope with a ×20 objective and analyzed using NIS Element and ImageJ software. Thick section staining protocols were as described^57^ and imaging was processed using Imaris software three-dimensional analysis workstation for Cell Biology Research (Oxford Instruments).

### Tuft cell quantifications

For tuft cell quantification, images were acquired using the ×20 objective and total doublecortin-like kinase 1 (DCLK1)^+^EPCAM^+^ cells in each field were counted and normalized by total number of villus–crypt axes in the field.

### qPCR and gene expression analysis

For analysis of designated populations, cells were purified by FACS directly into lysis buffer followed by RNA extraction using a Qiagen kit (catalog number 74034). cDNA was synthesized using Invitrogen SuperScript IV VILO kit (Invitrogen, catalog number 11754250). qPCR reactions were performed using Taqman probes (Invitrogen) and Taqman gene expression master mix (Invitrogen, catalog number 4369016). Transcripts were normalized to 18S expression. Probe information is as follows:

**Table:** 

Gene	Probe
*Rspo3*	Mm00661105_m1
*Lgr5*	Mm00438890_m1
*Foxl1*	Mm00514937_s1
*Bmp4*	Mm00432087_m1
*Wnt2b*	Mm00437330_m1
*Wnt5a*	Mm00437347_m1
*Grem1*	Mm00488615_s1
*Bmp7*	Mm00432102_m1
*18S*	Mm03928990_g1
*Tslp*	Mm00498739_m1
*Nes*	Mm00450205_m1

### scRNA-seq and cell hashing

Live tdTomato^+^ cells were purified using FACS and labeled with unique barcoded H-2/CD45 TotalSeq-B anti-mouse hashtag antibodies (Biolegend catalog numbers 155831, 155833, 155835, 155837, 155839, 155841) for multiplexing. The cells were processed according to the manufacturer’s instructions using the Chromium Next Gel Beads-in-Emulsion (GEM) Single Cell 3′ Kit v.3.1 (10x Genomics, catalog number 1000269). Briefly, cell counts were performed using a hemocytometer and the desired number of cells was injected into microfluidic chips (10x Genomics, catalog number 1000127) to create GEMs with the 10x Chromium controller. RT was performed on the GEMs followed by purification and amplification of the RT products. Cell multiplexing oligo (CMO) DNA was separated from cDNA using size selection with SPRI select beads (Beckman Coulter, catalog number B23318). Gene expression libraries and CMO libraries were generated separately and profiled using the Bioanalyzer High Sensitivity DNA kit (Agilent Technologies, catalog number 5067-4626). Before sequencing, the gene expression and corresponding CMO libraries were mixed in a 4:1 ratio. Sequencing of the mixed libraries was conducted on the Illumina NovaSeq X platform.

### scRNA-seq data analysis

Sample demultiplexing, alignments and unique molecular identifier counts were performed using the 10x Genomics CellRanger pipeline (v.8.1.0) based on the latest mouse genome (mm39) with a custom reference to include the tdTomato sequence. Doublets were removed using the DoubletFinder (v.2.0.4) algorithm and ambient RNA was eliminated with the SoupX algorithm (v.1.6.2) using default parameters. After preprocessing datasets were analyzed using the Seurat single-cell analysis pipeline (v.5.0.3) in R (v.4.3.1). Quality control involved excluding low-quality cells based on the following criteria: nFeature_RNA between 1,000 and 7,500, nCount_RNA between 2,500 and 40,000 and mitochondrial contamination below 10%. Following filtering, data were normalized using the NormalizeData function with the ‘LogNormalize’ method and the 2,000 most variable genes were identified and scaled before performing principal component analysis. Thirty principal components were used for graph-based clustering (resolution = 0.5) followed by uniform manifold approximation and projection dimensionality reduction.

An additional filtering step based on *tdTomato* expression removed contaminant clusters with fewer than 0.01% *tdTomato*^*+*^ cells and fewer than five absolute *tdTomato*^*+*^ cells. Initial cell type annotation was conducted automatically using scType^58^ followed by manual refinement. Differential gene expression (DE) analysis between cell types in the small intestine samples were conducted using Wilcoxon rank sum tests as implemented in the Seurat function FindAllMarkers. For DE anlaysis between tissues, counts from each sample were summed and followed by pseudobulk DE analysis using limma-voom.

### Public scRNA-seq data analysis

Mouse^15,16^ and human^24,25^ datasets (raw or preprocessed data) were obtained from the single-cell portal of the Broad Institute (https://singlecell.broadinstitute.org). Data were reanalyzed and plotted using Seurat package in the R program.

### Statistics

Quantitative data were represented as mean ± s.e.m. of at least duplicate biological replicates. Studentʼs *t*-test was used for analyses of difference between two groups. Analysis of variance (ANOVA) was used for analyzing experiments with more than two groups adjusted for multiple comparisons. Significance level was set at *α* = 0.05. Statistical analysis was performed using Prism (GraphPad Software). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41590-025-02328-y.

## Supplementary information

Supplementary Information Supplementary Table 1.

Reporting Summary

Supplementary Videos 1–7 Videos 1–7. Three-dimensional visualization of small intestine. Immunofluorescent staining of jejunum (Videos 1–4) and ileum (Videos 5–7) from Flare-TSLP mice. Red, TSLP-tdTomato; green, PDGFRa; white, EPCAM; blue, DAPI; ×20 objective.

## Data Availability

All raw and processed scRNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE280635. All the other data supporting the findings of this study are available upon request.

## References

[1] Godinho-Silva, C. et al. Light-entrained and brain-tuned circadian circuits regulate ILC3s and gut homeostasis. *Nature***574**, 254–258 (2019).31534216 10.1038/s41586-019-1579-3PMC6788927

[2] Sullivan, Z. A. et al. γδ T cells regulate the intestinal response to nutrient sensing. *Science***371**, eaba8310 (2021).33737460 10.1126/science.aba8310PMC11617329

[3] Lyu, M. et al. ILC3s select microbiota-specific regulatory T cells to establish tolerance in the gut. *Nature***610**, 744–751 (2022).36071169 10.1038/s41586-022-05141-xPMC9613541

[4] Jarade, A. et al. Inflammation triggers ILC3 patrolling of the intestinal barrier. *Nat. Immunol.***23**, 1317–1323 (2022).35999393 10.1038/s41590-022-01284-1PMC9477741

[5] Ou, R. & Murphy, K. M. What’s in a name: clarifying the identify of RORgt^+^ antigen-presenting cells. *J. Exp. Med.***222**, e20250760 (2025).40372310 10.1084/jem.20250760PMC12080405

[6] von Moltke, J., Ji, M., Liang, H.-E. & Locksley, R. M. Tuft-cell-derived IL-25 regulates an intestinal ILC2-epithelial response circuit. *Nature***529**, 221–225 (2016).26675736 10.1038/nature16161PMC4830391

[7] Gerbe, F. et al. Intestinal epithelial tuft cells initiate type 2 mucosal immunity to helminth parasites. *Nature***529**, 226–230 (2016).26762460 10.1038/nature16527PMC7614903

[8] Howitt, M. R. et al. Tuft cells, taste-chemosensory cells, orchestrate parasite type 2 immunity in the gut. *Science***351**, 1329–1333 (2016).26847546 10.1126/science.aaf1648PMC5528851

[9] Schneider, C. et al. A metabolite-triggered tuft cell-ILC2 circuit drives small intestinal remodeling. *Cell***174**, 271–284 (2018).29887373 10.1016/j.cell.2018.05.014PMC6046262

[10] Van Dyken, S. J. et al. A tissue checkpoint regulates type 2 immunity. *Nat. Immunol.***17**, 1381–1387 (2016).27749840 10.1038/ni.3582PMC5275767

[11] Vannella, K. M. et al. Combinatorial targeting of TSLP, IL-25, and IL-33 in type 2 cytokine-driven inflammation and fibrosis. *Sci. Transl. Med.***8**, 337ra65 (2016).27147589 10.1126/scitranslmed.aaf1938

[12] Taylor, B. C. et al. TSLP regulates intestinal immunity and inflammation in mouse models of helminth infection and colitis. *J. Exp. Med.***206**, 655–667 (2009).19273626 10.1084/jem.20081499PMC2699121

[13] Haber, A. L. et al. A single-cell survey of the small intestinal epithelium. *Nature***551**, 333–339 (2017).29144463 10.1038/nature24489PMC6022292

[14] Li, M. et al. Topical vitamin D3 and low-calcemic analogs induce thymic stromal lymphopoietin in mouse keratinocytes and trigger an atopic dermatitis. *Proc. Natl Acad. Sci. USA***103**, 11736–11741 (2006).16880407 10.1073/pnas.0604575103PMC1544239

[15] Shoshkes-Carmel, M. et al. Subepithelial telocytes are an important source of Wnts that supports intestinal crypts. *Nature***557**, 242–246 (2018).29720649 10.1038/s41586-018-0084-4PMC5966331

[16] McCarthy, N. et al. Distinct mesenchymal cell populations generate the essential intestinal BMP signaling gradient. *Cell Stem Cell***26**, 391–402.e5 (2020).32084389 10.1016/j.stem.2020.01.008PMC7412576

[17] Bahar Halpern, K. et al. Lgr5+ telocytes are a signaling source at the intestinal villus tip. *Nat. Commun.***11**, 1936 (2020).32321913 10.1038/s41467-020-15714-xPMC7176679

[18] Melissari, M.-T. et al. Col6a1^+^CD201^+^ mesenchymal cells regulate intestinal morphogenesis and homeostasis. *Cell. Mol. Life Sci.***79**, 1 (2021).34910257 10.1007/s00018-021-04071-7PMC11073078

[19] Nussbaum, J. C. et al. Type 2 innate lymphoid cells control eosinophil homeostasis. *Nature***502**, 245–248 (2013).24037376 10.1038/nature12526PMC3795960

[20] Ricardo-Gonzalez, R. R. et al. Tissue-specific pathways extrude activated ILC2s to disseminate type 2 immunity. *J. Exp. Med.***217**, e20191172 (2020).32031571 10.1084/jem.20191172PMC7144525

[21] Buechler, M. B. et al. Cross-tissue organization of the fibroblast lineage. *Nature***593**, 575–579 (2021).33981032 10.1038/s41586-021-03549-5

[22] Gehart, H. et al. Identification of enteroendocrine regulators by real-time single-cell differentiation mapping. *Cell***176**, 1158–1173 (2019).30712869 10.1016/j.cell.2018.12.029

[23] Bai, L. et al. Enteroendocrine cell types that drive food reward and aversion. *eLife***11**, e74964 (2022).35913117 10.7554/eLife.74964PMC9363118

[24] Smillie, C. S. et al. Intra- and inter-cellular rewiring of the human colon during ulcerative colitis. *Cell***178**, 714–730 (2019).31348891 10.1016/j.cell.2019.06.029PMC6662628

[25] Korsunsky, I. et al. Cross-tissue, single-cell stromal atlas identifies shared pathological fibroblast phenotypes in four chronic inflammatory diseases. *Med***3**, 481–518 (2022).35649411 10.1016/j.medj.2022.05.002PMC9271637

[26] Brubaker, P. L. Glucagon-like peptide-2 and the regulation of intestinal growth and function. *Compr. Physiol.***8**, 1185–1210 (2018).29978894 10.1002/cphy.c170055

[27] O’Rahilly, S. The islet’s bridesmaid becomes the bride: proglucagon-derived peptides deliver transformative therapies. *Cell***184**, 1945–1948 (2021).33831374 10.1016/j.cell.2021.03.019

[28] Drucker, D. J. Mechanisms of action and therapeutic application of glucagon-like peptide-1. *Cell Metab.***27**, 740–756 (2018).29617641 10.1016/j.cmet.2018.03.001

[29] de Heuvel, E., Wallace, L., Sharkey, K. A. & Sigalet, D. L. Glucagon-like peptide 2 induces vasoactive intestinal polypeptide expression in enteric neurons via phophatidylinositol 3-kinase-g signaling. *Am. J. Physiol. Endocrinol. Metab.***303**, E9941005 (2012).10.1152/ajpendo.00291.2012PMC346960922895780

[30] Yusta, B. et al. Identification of glucagon-like peptide-2 (GLP-2)-activated signaling pathways in baby hamster kidney fibroblasts expressing the rat GLP-2 receptor. *J. Biol. Chem.***274**, 30459–30467 (1999).10521425 10.1074/jbc.274.43.30459

[31] Koehler, J. A., Harper, W., Barnard, M., Yusta, B. & Drucker, D. J. Glucagon-like peptide-2 does not modify the growth or survival of murine or human intestinal tumor cells. *Cancer Res.***68**, 7897–7904 (2008).18829546 10.1158/0008-5472.CAN-08-0029PMC3606135

[32] Futamura, K. et al. beta2-Adrenoceptor agonists enhance cytokine-induced release of thymic stromal lymphopoietin by lung tissue cells. *Int. Arch. Allergy Immunol.***152**, 353–361 (2010).20185927 10.1159/000288288

[33] Ma, L., Zhen, J. & Sorisky, A. Regulators of thymic stromal lymphopoietin production by human adipocytes. *Cytokine***136**, 155284 (2020).32950025 10.1016/j.cyto.2020.155284

[34] Kondo, A. & Kaestner, K. H. Emerging diverse roles of telocytes. *Development***146**, dev175018 (2019).31311805 10.1242/dev.175018PMC6679369

[35] Beumer, J. et al. BMP gradient along the intestinal villus axis controls zonated enterocyte and goblet cell states. *Cell Rep.***38**, 110438 (2022).35235783 10.1016/j.celrep.2022.110438

[36] Krausgruber, T. et al. Structural cells are key regulators of organ-specific immune responses. *Nature***583**, 296–302 (2020).32612232 10.1038/s41586-020-2424-4PMC7610345

[37] Gribble, F. M. & Reimann, F. Enteroendocrine cells: chemosensors in the intestinal epithelium. *Annu. Rev. Physiol.***78**, 277–299 (2016).26442437 10.1146/annurev-physiol-021115-105439

[38] Beumer, J. et al. Enteroendocrine cells switch hormone expression along the crypt-to-villus BMP signalling gradient. *Nat. Cell Biol.***20**, 909–916 (2018).30038251 10.1038/s41556-018-0143-yPMC6276989

[39] Leen, J. L. S. et al. Mechanism of action of glucagon-like peptide-2 to increase IGF-I mRNA in intestinal subepithelial fibroblasts. *Endocrinology***152**, 436–446 (2011).21159855 10.1210/en.2010-0822PMC3384785

[40] Wismann, P. et al. The endogenous preproglucagon system is not essential for gut growth homeostasis in mice. *Mol. Metab.***6**, 681–692 (2017).28702324 10.1016/j.molmet.2017.04.007PMC5485241

[41] Shin, E. D., Estall, J. L., Izzo, A., Drucker, D. J. & Brubaker, P. L. Mucosal adaptation to enteral nutrients is dependent on the physiologic actions of glucagon-like peptide-2 in mice. *Gastroenterology***128**, 1340–1353 (2005).15887116 10.1053/j.gastro.2005.02.033

[42] Nelson, D. W. et al. Insulin-like growth factor I and glucagon-like peptide-2 responses to fasting followed by controlled or ad libitum refeeding in rats. *Am. J. Physiol. Regul. Integr. Comp. Physiol.***294**, R1175–R1184 (2008).18256135 10.1152/ajpregu.00238.2007

[43] Tsai, C. H., Hill, M., Asa, S. L., Brubaker, P. L. & Drucker, D. J. Intestinal growth-promoting properties of glucagon-like peptide-2 in mice. *Am. J. Physiol.***273**, E77–E84 (1997).9252482 10.1152/ajpendo.1997.273.1.E77

[44] Rankin, L. C. & Artis, D. Beyond host defense: emerging functions of the immune system in regulating complex tissue physiology. *Cell***173**, 554–567 (2018).29677509 10.1016/j.cell.2018.03.013

[45] Schneider, C., O’Leary, C. E. & Locksley, R. M. Regulation of immune responses by tuft cells. *Nat. Rev. Immunol.***19**, 584–593 (2019).31114038 10.1038/s41577-019-0176-xPMC8331098

[46] Florsheim, E. B., Sullivan, Z. A., Khoury-Hanold, W. & Medzhitov, R. Food allergy as a biological food quality control system. *Cell***184**, 1440–1454 (2021).33450204 10.1016/j.cell.2020.12.007

[47] Nadjsombati, M. S. et al. Detection of succinate by intestinal tuft cells triggers a type 2 innate immune circuit. *Immunity***49**, 33–41 (2018).30021144 10.1016/j.immuni.2018.06.016PMC6084797

[48] Luo, X.-C. et al. Infection by the parasitic helminth *Trichinella spiralis* activates a Tas2r-mediated signaling pathway in intestinal tuft cells. *Proc. Natl Acad. Sci. USA***116**, 5564–5569 (2019).30819885 10.1073/pnas.1812901116PMC6431192

[49] Chudnovskiy, A. et al. Host–protozoan interactions protect from mucosal infections through activation of the inflammasome. *Cell***167**, 444–456 (2016).27716507 10.1016/j.cell.2016.08.076PMC5129837

[50] Ramanan, D. et al. Helminth infection promotes colonization resistance via type 2 immunity. *Science***352**, 608–612 (2016).27080105 10.1126/science.aaf3229PMC4905769

[51] Carpino, N. et al. Absence of an essential role for thymic stromal lymphopoietin receptor in murine B-cell development. *Mol. Cell. Biol.***24**, 2584–2592 (2004).14993294 10.1128/MCB.24.6.2584-2592.2004PMC355866

[52] Ricardo-Gonzalez, R. R. et al. Innate type 2 immunity controls hair follicle commensalism by *Demodex* mites. *Immunity***55**, 1891–1908 (2022).36044899 10.1016/j.immuni.2022.08.001PMC9561030

[53] Han, H., Thelen, T. D., Comeau, M. R. & Ziegler, S. F. Thymic stromal lymphopoietin-mediated epicutaneous inflammation promotes acute diarrhea and anaphylaxis. *J. Clin. Invest.***124**, 5442–5452 (2014).25365222 10.1172/JCI77798PMC4348967

[54] Yusta, B. et al. ErbB signaling is required for the proliferative actions of GLP-2 in the murine gut. *Gastroenterology***137**, 986–996 (2009).19523469 10.1053/j.gastro.2009.05.057

[55] Tian, H. et al. A reserve stem cell population in small intestine renders Lgr5-positive cells dispensable. *Nature***478**, 255–259 (2011).21927002 10.1038/nature10408PMC4251967

[56] Mennillo, E. et al. Single-cell and spatial multi-omics highlight effects of anti-integrin therapy across cellular compartments in ulcerative colitis. *Nat. Commun.***15**, 1493 (2024).38374043 10.1038/s41467-024-45665-6PMC10876948

[57] Li, W., Germain, R. N. & Gerner, M. Y. High-dimensional cell-level analysis of tissues with Ce3D multiplex volume imaging. *Nat. Protoc.***14**, 1708–1733 (2019).31028373 10.1038/s41596-019-0156-4PMC8690297

[58] Ianevski, A., Giri, A. K. & Aittokallio, T. Fully-automated and ultra-fast cell-type identification using specific marker combinations from single-cell transcriptomic data. *Nat. Commun.***13**, 1246 (2022).35273156 10.1038/s41467-022-28803-wPMC8913782

[59] Small intestine from C57BL/6 mice (v1, 150×150), Visium HD Spatial Gene Expression Library by Space Ranger v3.0. *10x Genomics*https://www.10xgenomics.com/datasets/visium-hd-cytassist-gene-expression-libraries-of-mouse-intestine?noTrack=true (2024).

# Supplementary material for: TSLP links intestinal nutrient sensing with amplification of the ILC2–tuft cell circuit
**Source:** Nat Immunol. 2025 Nov 12;26(12):2218–26. doi: 10.1038/s41590-025-02328-y
**Supplement:** Supplementary file 1 — Supplementary Table 1.

# TSLP links intestinal nutrient sensing with amplification of the ILC2–tuft cell circuit

In the format provided by the  
authors and unedited

1     **Supplementary Table S1. Baseline demographic information for study participants.**

# Supplementary material for: TSLP links intestinal nutrient sensing with amplification of the ILC2–tuft cell circuit
**Source:** Nat Immunol. 2025 Nov 12;26(12):2218–26. doi: 10.1038/s41590-025-02328-y
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Please do not complete any field with "not applicable" or n/a. Refer to the help text for what text to use if an item is not relevant to your study.

For final submission: please carefully check your responses for accuracy; you will not be able to make changes later.

## Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

## Software and code

Policy information about [availability of computer code](#)

### Data collection

Single cell RNA sequencing (sc-RNAseq) and cell hashing

Live tdTomato+ cells were purified using FACS and labeled with unique barcoded H-2/CD45 TotalSeq™-B anti-mouse hashtag antibodies (Biolegend Cat. 155831, 155833, 155835, 155837, 155839, 155841) for multiplexing. The cells were processed according to the manufacturer's instructions using the Chromium™ Next GEM Single Cell Kit v3.1 (10X Genomics, Cat. 1000269). Briefly, cell counts were performed using a hemacytometer and the desired number of cells was injected into microfluidic chips (10X Genomics, Cat. 1000127) to create Gel Beads-in-Emulsion (GEMs) with the 10X Chromium controller. Reverse transcription (RT) was performed on the GEMs followed by purification and amplification of the RT products. Cell multiplexing oligo (CMO) DNA was separated from cDNA using size selection with SPRI select beads (Beckman Coulter, Cat. B23318). Gene expression (GEX) libraries and CMO libraries were generated separately and profiled using the Bioanalyzer High Sensitivity DNA kit (Agilent Technologies, Cat. 5067-4626). Prior to sequencing, the GEX and corresponding CMO libraries were mixed in a 4:1 ratio. Sequencing of the mixed libraries was conducted on the Illumina NovaSeq X platform.

### Data analysis

sc-RNAseq data analysis

Sample demultiplexing, alignments and UMI counts were performed using the 10x Genomics Cell Ranger pipeline (v 8.1.0) based on the latest mouse genome (mm39) with a custom reference to include the tdTomato sequence. Doublets were removed using the DoubletFinder (v2.0.4) algorithm and ambient RNA was eliminated with the SoupX algorithm (v1.6.2) using default parameters. After preprocessing datasets were analyzed using the Seurat single-cell analysis pipeline (v5.0.3) in R (v4.3.1). Quality control involved excluding low-quality cells based on the following criteria: nFeature\_RNA between 1000 and 7500, nCount\_RNA between 2500 and 40000, and mitochondrial contamination below 10%. Following filtering data were normalized using the NormalizeData function with the "LogNormalize" method and the 2000 most variable genes were identified and scaled before performing PCA. Thirty principal components were used for graph-based clustering (resolution = 0.5) followed by UMAP dimensionality reduction.

An additional filtering step based on tdTomato expression removed contaminant clusters with fewer than 0.01% tdTomato+ cells and fewer than 5 absolute tdTomato+ cells. Initial cell type annotation was conducted automatically using scType (58) followed by manual refinement. Differential gene expression (DE) analysis between cell types in the small intestine samples were conducted using Wilcoxon rank sum tests as implemented in the Seurat function FindAllMarkers. For DE analysis between tissues, counts from each sample were summed and followed by pseudobulk DE analysis using limma-voom.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All raw and processed scRNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession numbers GSE280635. All the other data supporting the findings of this study are available.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|--------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | Primary cell lines established from gut tissues of two male and one female human subjects.                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Population characteristics                                         | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Recruitment                                                        | Patients underwent colonoscopy or sigmoidoscopy for non-inflammatory indications (e.g., colorectal cancer screening) and were referred as healthy controls (HC). Baseline demographic information for the study participants are provided in Supplementary Table S1. Patients consented to publish de-identified patient demographics including age at the time of sample collection, sex, diagnosis, and medical center. Demographic options were defined by the investigators and participants chose their classifications. |
| Ethics oversight                                                   | The study was conducted in accordance with the principles of the Declaration of Helsinki and was approved by the Institutional Review Board of the University of California, San Francisco (19-27302). All participants provided written informed consent before inclusion.                                                                                                                                                                                                                                                   |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Describe how sample size was determined, detailing any statistical methods used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. |
| Data exclusions | Describe any data exclusions. If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                      |
| Replication     | Describe the measures taken to verify the reproducibility of the experimental findings. If all attempts at replication were successful, confirm this OR if there are any findings that were not replicated or cannot be reproduced, note this and describe why.      |
| Randomization   | Describe how samples/organisms/participants were allocated into experimental groups. If allocation was not random, describe how covariates were controlled OR if this is not relevant to your study, explain why.                                                    |

Describe whether the investigators were blinded to group allocation during data collection and/or analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                          |                                                    |
|--------------------------|----------------------------------------------------|
| n/a                      | Involved in the study                              |
| <input type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Flow cytometry |
| <input type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

All antibodies used have been detailed described in the manuscript.

Validation

Antibodies were purchased from reliable commercial sources.

| Antibodies                                                        | Suppliers  | Catalogs   | Dilution | Website                                                                                                                                                                                                                                                                                                                                                                           |
|-------------------------------------------------------------------|------------|------------|----------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Brilliant Violet 421™ anti-mouse CD19 Antibody                    | BioLegend  | 115549     | 1:200    | <a href="https://www.biolegend.com/fr-lu/products/brilliant-violet-421-anti-mouse-cd19-antibody-7160">https://www.biolegend.com/fr-lu/products/brilliant-violet-421-anti-mouse-cd19-antibody-7160</a>                                                                                                                                                                             |
| Brilliant Violet 421™ anti-mouse TER-119/Erythroid Cells Antibody | BioLegend  | 116234     | 1:200    | <a href="https://www.biolegend.com/fr-lu/products/brilliant-violet-421-anti-mouse-ter-119-erythroid-cells-antibody-7259">https://www.biolegend.com/fr-lu/products/brilliant-violet-421-anti-mouse-ter-119-erythroid-cells-antibody-7259</a>                                                                                                                                       |
| Brilliant Violet 421™ anti-mouse Ly-6G/Ly-6C (Gr-1) Antibody      | BioLegend  | 108445     | 1:200    | <a href="https://www.biolegend.com/fr-lu/products/brilliant-violet-421-anti-mouse-ly-6g-ly-6c-gr-1-antibody-7201">https://www.biolegend.com/fr-lu/products/brilliant-violet-421-anti-mouse-ly-6g-ly-6c-gr-1-antibody-7201</a>                                                                                                                                                     |
| Brilliant Violet 605™ anti-human/mouse/rat CD278 (ICOS) Antibody  | BioLegend  | 313538     | 1:100    | <a href="https://www.biolegend.com/fr-lu/products/brilliant-violet-605-anti-human-mouse-rat-cd278-icos-antibody-14371">https://www.biolegend.com/fr-lu/products/brilliant-violet-605-anti-human-mouse-rat-cd278-icos-antibody-14371</a>                                                                                                                                           |
| Brilliant Violet 421™ anti-mouse/human CD11b Antibody             | BioLegend  | 101251     | 1:200    | <a href="https://www.biolegend.com/fr-lu/products/brilliant-violet-421-anti-mouse-human-cd11b-antibody-7163">https://www.biolegend.com/fr-lu/products/brilliant-violet-421-anti-mouse-human-cd11b-antibody-7163</a>                                                                                                                                                               |
| Pacific Blue™ anti-mouse CD11c Antibody                           | BioLegend  | 117322     | 1:200    | <a href="https://www.biolegend.com/fr-lu/products/pacific-blue-anti-mouse-cd11c-antibody-3864">https://www.biolegend.com/fr-lu/products/pacific-blue-anti-mouse-cd11c-antibody-3864</a>                                                                                                                                                                                           |
| Pacific Blue™ anti-mouse CD49b (pan-NK cells) Antibody            | BioLegend  | 108918     | 1:200    | <a href="https://www.biolegend.com/fr-lu/products/pacific-blue-anti-mouse-cd49b-pan-nk-cells-antibody-6571">https://www.biolegend.com/fr-lu/products/pacific-blue-anti-mouse-cd49b-pan-nk-cells-antibody-6571</a>                                                                                                                                                                 |
| Brilliant Violet 421™ anti-mouse CD335 (NKP46) Antibody           | BioLegend  | 137612     | 1:200    | <a href="https://www.biolegend.com/fr-lu/products/brilliant-violet-421-anti-mouse-cd335-nkp46-antibody-7506">https://www.biolegend.com/fr-lu/products/brilliant-violet-421-anti-mouse-cd335-nkp46-antibody-7506</a>                                                                                                                                                               |
| Brilliant Violet 421™ anti-mouse NK-1.1 Antibody                  | BioLegend  | 108741     | 1:200    | <a href="https://www.biolegend.com/fr-lu/products/brilliant-violet-421-anti-mouse-nk-1-1-antibody-7150">https://www.biolegend.com/fr-lu/products/brilliant-violet-421-anti-mouse-nk-1-1-antibody-7150</a>                                                                                                                                                                         |
| Brilliant/Violet 421™ anti-mouse TCR γ/δ Antibody                 | BioLegend  | 118120     | 1:200    | <a href="https://www.biolegend.com/fr-lu/products/brilliant-violet-421-anti-mouse-tcr-gamma-delta-antibody-7249">https://www.biolegend.com/fr-lu/products/brilliant-violet-421-anti-mouse-tcr-gamma-delta-antibody-7249</a>                                                                                                                                                       |
| Pacific Blue™ anti-mouse FcεRIα Antibody                          | BioLegend  | 134314     | 1:200    | <a href="https://www.biolegend.com/fr-lu/products/pacific-blue-anti-mouse-fcepsilonrialpha-antibody-6703">https://www.biolegend.com/fr-lu/products/pacific-blue-anti-mouse-fcepsilonrialpha-antibody-6703</a>                                                                                                                                                                     |
| Pacific Blue™ anti-mouse F4/80 Antibody                           | BioLegend  | 123124     | 1:200    | <a href="https://www.biolegend.com/fr-lu/products/pacific-blue-anti-mouse-f4-80-antibody-4075">https://www.biolegend.com/fr-lu/products/pacific-blue-anti-mouse-f4-80-antibody-4075</a>                                                                                                                                                                                           |
| BUV395 Rat Anti-Mouse CD45                                        | BD         | 564279     | 1:200    | <a href="https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv395-rat-anti-mouse-cd45.564279?tab=product_details">https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv395-rat-anti-mouse-cd45.564279?tab=product_details</a> |
| PE/Cyanine7 anti-mouse/human KLRG1 (MAFA) Antibody                | BioLegend  | 138416     | 1:100    | <a href="https://www.biolegend.com/fr-lu/products/pe-cyanine7-anti-mouse-human-klrg1-mafa-antibody-8312">https://www.biolegend.com/fr-lu/products/pe-cyanine7-anti-mouse-human-klrg1-mafa-antibody-8312</a>                                                                                                                                                                       |
| APC anti-human CD4 Antibody                                       | BioLegend  | 300514     | 1:50     | <a href="https://www.biolegend.com/fr-lu/products/apc-anti-human-cd4-antibody-823">https://www.biolegend.com/fr-lu/products/apc-anti-human-cd4-antibody-823</a>                                                                                                                                                                                                                   |
| Ki-67 Monoclonal Antibody (SolA15), FITC, eBioscience™            | Invitrogen | 11-5698-82 | 1:1000   | <a href="https://www.thermofisher.com/antibody/product/Ki-67-Antibody-clone-SolA15-Monoclonal/11-5698-82">https://www.thermofisher.com/antibody/product/Ki-67-Antibody-clone-SolA15-Monoclonal/11-5698-82</a>                                                                                                                                                                     |
| APC anti-mouse CD201 (EPCR) Antibody                              | BioLegend  | 141506     | 1:200    | <a href="https://www.biolegend.com/fr-lu/products/apc-anti-mouse-cd201-ePCR-antibody-7886">https://www.biolegend.com/fr-lu/products/apc-anti-mouse-cd201-ePCR-antibody-7886</a>                                                                                                                                                                                                   |
| PerCP/Cyanine5.5 anti-mouse CD31 Antibody                         | BioLegend  | 102420     | 1:200    | <a href="https://www.biolegend.com/fr-lu/products/percp-cyanine5-5-anti-mouse-cd31-antibody-6668">https://www.biolegend.com/fr-lu/products/percp-cyanine5-5-anti-mouse-cd31-antibody-6668</a>                                                                                                                                                                                     |
| Brilliant Violet 421™ anti-mouse CD31 Antibody                    | BioLegend  | 102424     | 1:200    | <a href="https://www.biolegend.com/fr-lu/products/brilliant-violet-421-anti-mouse-cd31-antibody-8599">https://www.biolegend.com/fr-lu/products/brilliant-violet-421-anti-mouse-cd31-antibody-8599</a>                                                                                                                                                                             |
| Brilliant Violet 605™ anti-mouse CD140α Antibody                  | BioLegend  | 135916     | 1:100    | <a href="https://www.biolegend.com/fr-lu/products/brilliant-violet-605-anti-mouse-cd140a-antibody-15109">https://www.biolegend.com/fr-lu/products/brilliant-violet-605-anti-mouse-cd140a-antibody-15109</a>                                                                                                                                                                       |

|                                                     |              |            |       |                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------------------------------------------|--------------|------------|-------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Alexa Fluor® 488 anti-mouse LYVE1 Antibody          | eBioscience  | 53-0443-82 | 1:100 | <a href="https://www.thermofisher.com/antibody/product/LYVE1-Antibody-clone-ALY7-Monoclonal/53-0443-82">https://www.thermofisher.com/antibody/product/LYVE1-Antibody-clone-ALY7-Monoclonal/53-0443-82</a>                                                                                                                                                                                       |
| Alexa Fluor® 488 anti-mouse Podoplanin Antibody     | BioLegend    | 127406     | 1:100 | <a href="https://www.biolegend.com/fr-lu/products/alexa-fluor-488-anti-mouse-podoplanin-antibody-4751">https://www.biolegend.com/fr-lu/products/alexa-fluor-488-anti-mouse-podoplanin-antibody-4751</a>                                                                                                                                                                                         |
| BV786 Rat anti-mouse CD34                           | BD           | 742971     | 1:100 | <a href="https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv786-rat-anti-mouse-cd34.742971?tab=product_details">https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv786-rat-anti-mouse-cd34.742971?tab=product_details</a>                 |
| Alexa Fluor® 647 anti-mouse CD326 (Ep-CAM) Antibody | BioLegend    | 118212     | 1:100 | <a href="https://www.biolegend.com/fr-lu/products/alexa-fluor-647-anti-mouse-cd326-ep-cam-antibody-4973">https://www.biolegend.com/fr-lu/products/alexa-fluor-647-anti-mouse-cd326-ep-cam-antibody-4973</a>                                                                                                                                                                                     |
| Alexa Fluor® 488 anti-mouse CD326 (Ep-CAM) Antibody | BioLegend    | 118210     | 1:100 | <a href="https://www.biolegend.com/fr-lu/products/alexa-fluor-488-anti-mouse-cd326-ep-cam-antibody-4972">https://www.biolegend.com/fr-lu/products/alexa-fluor-488-anti-mouse-cd326-ep-cam-antibody-4972</a>                                                                                                                                                                                     |
| Alexa Fluor® 488 Rat IgG2a, κ Isotype Ctrl Antibody | BioLegend    | 400525     | 1:100 | <a href="https://www.biolegend.com/fr-lu/products/alexa-fluor-488-rat-igg2a-kappa-isotype-ctrl-2682">https://www.biolegend.com/fr-lu/products/alexa-fluor-488-rat-igg2a-kappa-isotype-ctrl-2682</a>                                                                                                                                                                                             |
| Anti-DCAMKL1 antibody                               | Abcam        | ab31704    | 1:500 | <a href="https://www.abcam.com/en-us/products/primary-antibodies/dcamkl1-antibody-ab31704?srsId=AfmBOooWK-kIGb0WmC-vZVqchamVQrtivBIWv_xQ8Y77KO2gv6dH_Bdi">https://www.abcam.com/en-us/products/primary-antibodies/dcamkl1-antibody-ab31704?srsId=AfmBOooWK-kIGb0WmC-vZVqchamVQrtivBIWv_xQ8Y77KO2gv6dH_Bdi</a>                                                                                   |
| Mouse Podoplanin Antibody                           | R&D          | AF3244     | 1:250 | <a href="https://www.rndsystems.com/products/mouse-podoplanin-antibody_af3244">https://www.rndsystems.com/products/mouse-podoplanin-antibody_af3244</a>                                                                                                                                                                                                                                         |
| Mouse PDGFR alpha Antibody                          | R&D          | MAB1062    | 1:250 | <a href="https://www.rndsystems.com/products/mouse-pdgf-ralpha-antibody-189208_mab1062">https://www.rndsystems.com/products/mouse-pdgf-ralpha-antibody-189208_mab1062</a>                                                                                                                                                                                                                       |
| Mouse EPCR (CD201) Antibody                         | R&D          | AF2749     | 1:200 | <a href="https://www.rndsystems.com/products/mouse-epcr-antibody_af2749">https://www.rndsystems.com/products/mouse-epcr-antibody_af2749</a>                                                                                                                                                                                                                                                     |
| CD34 Monoclonal Antibody (RAM34), eBioscience™      | ThermoFisher | 14-0341-82 | 1:500 | <a href="https://www.thermofisher.com/antibody/product/CD34-Antibody-clone-RAM34-Monoclonal/14-0341-82">https://www.thermofisher.com/antibody/product/CD34-Antibody-clone-RAM34-Monoclonal/14-0341-82</a>                                                                                                                                                                                       |
| Anti-Green Fluorescent Protein Antibody             | Aveslabs     | GFP-1020   | 1:500 | <a href="https://www.antibodiesinc.com/products/anti-green-fluorescent-protein-antibody-gfp?srsId=AfmBOooLZXsckBI81Y2anClkRxJt3LRieoe8OCCXdFwR9xoVGy0PBNKh">https://www.antibodiesinc.com/products/anti-green-fluorescent-protein-antibody-gfp?srsId=AfmBOooLZXsckBI81Y2anClkRxJt3LRieoe8OCCXdFwR9xoVGy0PBNKh</a>                                                                               |
| Living Colors® DsRedPolyclonal Antibody             | TakaraBio    | 632496     | 1:250 | <a href="https://www.takarabio.com/products/antibodies-and-elisa/fluorescent-protein-antibodies/red-fluorescent-protein-antibodies?srsId=AfmBOornk_0PBiq4yY73d8T288enog67I0VqwUNtZ4I5jSFFBzVmZx6O">https://www.takarabio.com/products/antibodies-and-elisa/fluorescent-protein-antibodies/red-fluorescent-protein-antibodies?srsId=AfmBOornk_0PBiq4yY73d8T288enog67I0VqwUNtZ4I5jSFFBzVmZx6O</a> |
| mCherry Monoclonal Antibody (16D7)                  | ThermoFisher | M11217     | 1:500 | <a href="https://www.thermofisher.com/antibody/product/mCherry-Antibody-clone-16D7-Monoclonal/M11217">https://www.thermofisher.com/antibody/product/mCherry-Antibody-clone-16D7-Monoclonal/M11217</a>                                                                                                                                                                                           |
| TSLP Monoclonal Antibody                            | Invitrogen   | MA5-23779  | 1:100 | <a href="https://www.thermofisher.com/antibody/product/TSLP-Antibody-clone-152640-Monoclonal/MA5-23779">https://www.thermofisher.com/antibody/product/TSLP-Antibody-clone-152640-Monoclonal/MA5-23779</a>                                                                                                                                                                                       |

## Eukaryotic cell lines

---

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                                                                                                                                                                                                                                                                         |
|----------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Primary intestinal fibroblasts derived from healthy donors, 2 males and 1 female; generated and provided by Michael G. Kattah                                                                                                                                                                                                                                                                                           |
| Authentication                                                       | The primary human fibroblast cell lines were originally derived by our coauthors and not commercially purchased. The methodology of deriving the cell lines have been detailed described in the Methods section. All cell lines have been grown below passage 9. The cell lines have been tested by microscopy to verify fibroblast identity and transcriptomic profiling confirming fibroblast marker gene signatures. |
| Mycoplasma contamination                                             | Negative for Mycoplasma                                                                                                                                                                                                                                                                                                                                                                                                 |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | N/A                                                                                                                                                                                                                                                                                                                                                                                                                     |

## Animals and other research organisms

---

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                         |
|-------------------------|---------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mouse                                                                                                   |
| Wild animals            | N/A                                                                                                     |
| Reporting on sex        | Both female and male mice were used; sex-bias (if any) was reported in the manuscript.                  |
| Field-collected samples | N/A                                                                                                     |
| Ethics oversight        | UCSF Institutional Animal Care and Use Committee (IACUC); UCSF Laboratory Animal Resource Center (LARC) |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                             |
|--------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.                                         |
| Files in database submission                                       | Provide a list of all files available in the database submission.                                                                                                                                           |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents. |

### Methodology

|                         |                                                                                                                                                                             |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | Describe the experimental replicates, specifying number, type and replicate agreement.                                                                                      |
| Sequencing depth        | Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end. |
| Antibodies              | Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.                                |
| Peak calling parameters | Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.                                   |
| Data quality            | Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.                                        |
| Software                | Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.        |

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                         |
|--------------------|-------------------------------------------------------------------------|
| Sample preparation | Standard live cell surface antibody staining and intracellular staining |
| Instrument         | BD Fortessa; BD Aria; Cytex Aurora                                      |
| Software           | FlowJo                                                                  |

Cell population abundance

Reported in the manuscript

Gating strategy

Included in the supplementary

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

Indicate task or resting state; event-related or block design.

Design specifications

Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.

Behavioral performance measures

State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).

### Acquisition

Imaging type(s)

Specify: functional, structural, diffusion, perfusion.

Field strength

Specify in Tesla

Sequence &amp; imaging parameters

Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.

Area of acquisition

State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.

Diffusion MRI

☐ Used☐ Not used

### Preprocessing

Preprocessing software

Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).

Normalization

If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.

Normalization template

Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.

Noise and artifact removal

Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).

Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

### Statistical modeling & inference

Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

(See [Eklund et al. 2016](#))

Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

## Models &amp; analysis

n/a | Involved in the study

- ☐ ☐ Functional and/or effective connectivity
- ☐ ☐ Graph analysis
- ☐ ☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

*Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).*

Graph analysis

*Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).*

Multivariate modeling and predictive analysis

*Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.*

How the deposited data were processed for this re-analysis (not part of the article)

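The data were droplet-based single-cell libraries of sorted tdTomato+ lamina propria cells of Flare-TSLP mice, 2 from the proximal small intestine, 2 from the distal small intestine, 1 from the cecum and 1 from the large intestine. The authors aligned the reads to mm39 with the tdTomato sequence added and deposited the raw UMI counts of every barcode, together with the hashtag counts, before any removal of cells, doublets or ambient RNA. A count is a whole number of UMIs. The steps that the methods describe after that point were not part of the deposited values and were carried out anew, with some tools replaced: Scrublet in scanpy in place of DoubletFinder, no SoupX, and a fixed list of marker genes in place of scType with manual naming.

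Barcodes were filtered at the limits of the methods. Doublets were predicted per library at an expected rate of 0.8% per 1000 cells. A hashtag was called when its log count lay more than 2.5 robust SDs above its median in cells led by another hashtag. A profile of free RNA was taken per library from barcodes with at most 100 UMIs. The 4 small intestinal libraries were log-normalized, merged and clustered in Seurat (2000 variable genes, 30 principal components, Louvain resolution 0.5) without integration. The cecum and the large intestine were clustered together with them in a separate run of all 6 libraries. From the variable genes 54 genes were removed first, so that the genes compared did not shape the classes. Clusters were named from marker lists. A marker counted as raised at 1.5-fold over all other cells after adding 5 CPM, and in at least 5% of the cells of the cluster. Among classes with at least 3 raised markers, the one with the highest mean marker score gave the name, and VTT-like also required the highest Lgr5 level. A cluster stayed unnamed with fewer raised markers, where Paneth cell genes led, where Pdgfra was raised against a pericyte name, or where epithelial and proliferation markers led together. The marker lists were written before the data were examined, as were the comparisons, the tests and the alternatives except those named below, while the thresholds of the naming rule were set after the clusters had been seen. Clusters in which fewer than 0.01% of cells and fewer than 5 cells were tdTomato-positive were removed from shares.

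For tests between classes or regions, UMIs were summed per library and class, genes were filtered by edgeR's filterByExpr (minimum count 10), and edgeR's quasi-likelihood test was used with TMM scaling and Benjamini-Hochberg adjustment at 0.05, with library as a block for classes measured in the same libraries and without a block between regions. The standard error given for an edgeR fold change is its size divided by the square root of the F statistic. Shares of cells were compared by exact permutation of the libraries. The genes named are those the study names for its single-cell data, Nes, and for each test between regions up to 5 genes per direction with the largest fitted change among those past the threshold whose libraries did not overlap. A pair of gene lists was used besides the markers, 40 WNT, BMP and modulator genes and 11 hormone receptors, and 24 immediate early and heat shock genes were listed after the clusters had been seen. Each test was run on simulated data with 200 genes changed 2-fold.

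The alternatives were limma-voom and DESeq2, no filter on low counts, the block removed or added, each library left out, 10% of each sum subtracted along the profile of free RNA, no doublet removal, cells with several hashtags removed as well, stricter and looser cell filters, a resolution of 1.0, the 54 genes left in, RPCA integration, cells thinned to 2500 UMIs, and variable genes for the similarity of clusters. Splits of the SEMF-like and VTT-like cells by Foxl1 or Lgr5 UMIs were added after the data had been seen. Cells were not split by mouse, since no table pairs hashtags with mice, and the qPCR, flow cytometry and imaging of the study were not analysed here. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Seurat 5.3.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and matplotlib 3.10.9.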

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

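The tests on Glp2r in the glia-like cluster given here were chosen after the result was seen. Of 55 values measured over the 4 small intestinal libraries, 1 had a library far from the other 3: the share of universal fibroblast-like cells was 1.499% in proximal replicate 2 and 1.93%, 1.86% and 1.87% in proximal replicate 1 and the distal replicates 1 and 2 (gap over range 0.836, just above the limit of Dixon's test for 4 samples). Chance marks about 1 in 20 such values. The outlying library does not set a region apart, since the other proximal library was the highest, so no biological explanation was tested.

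Glp2r was found at 221 CPM in the glia-like cluster, which the paper does not report on and which its tdTomato rule removes, since 0 of its 164 cells were tdTomato-positive. Free RNA may carry Glp2r into any droplet, but the cluster lay above the profile of near-empty barcodes in all 4 libraries, with a lowest ratio of 2.65. Doublets of glia with VTT-like cells could also bring Glp2r, and the share of cells with several hashtags was higher in the cluster (17.1%, 28 of 164 cells) than elsewhere (8.66%), so it may hold more doublets. To reach the level of Glp2r, 69.3% of its UMIs would have to come from VTT-like cells, while Lgr5 and Bmp7 reached at most 0.941% of the level this would bring, and no class other than VTT-like cells had as much Glp2r as the cluster. Both explanations were tested on the data in which the pattern was seen. Glia may express the gene, which was not tested apart from these checks, and the region gives no contrast that bears on it.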

How the results depend on the processing

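The splits of cells by Foxl1 or Lgr5 UMIs were chosen after the result was seen; the other alternatives were not. Of 743 values under alternatives, 629 kept their direction and side of the threshold or moved by less than the spread between libraries, 52 moved by more, 38 fell short of the threshold, 19 newly passed it and 5 reversed. For the single genes that answer a comparison all 60 values stayed, and for the other genes named 404 stayed, 38 fell short and 19 newly passed. The counts between classes stayed within 1.5 times under each alternative, with 1 exception: VTT-like against SEMF-like cells gave 1639 to 2448 genes with 1 library left out, the lowest without proximal replicate 1. The counts were 7404 to 8759 for SEMF-like against trophocyte-like and 3295 to 4362 for VTT-like against the other fibroblast-like cells. For the last, limma-voom gave 2303 genes higher and 1923 lower where edgeR gave 1804 and 2454, and the median log2 fold change of all genes was 0.04 with limma-voom and -0.08 with edgeR. The cause was not tested.

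The counts between regions moved more. Over all cells DESeq2 gave 208 genes where edgeR gave 0. In SEMF-like cells the 1 gene became 0 with limma-voom, with free RNA subtracted, without doublet removal and with cells of several hashtags removed, 32 with DESeq2 and 245 with no filter on low counts. In trophocyte-like cells the 24 became 207 with no filter, 323 with DESeq2, 64 with free RNA subtracted and 8 without doublet removal. In LEC-like cells the 0 became 204 with no filter and 35 with DESeq2, and for the difference of classes between regions 22 with no filter. With 1 library left out, the lone library being assumed to vary like the others, the counts were 0 to 7 in SEMF-like cells (7 without proximal replicate 1), 37 to 165 in trophocyte-like cells (165 without proximal replicate 1, 127 without proximal replicate 2), 5 to 82 in LEC-like cells (82 without proximal replicate 1, 5 without distal replicate 2) and 0 in all cells and for the difference of classes. The cause was not tested.

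Replicates of the regions share a number and a hashtag set, but neither the paper nor the labels tie these to a shared mouse or day. Pairing was checked by the correlation of their deviations, which was 0.488 over all cells, 0.435 in SEMF-like, 0.367 in trophocyte-like and 0.186 in LEC-like cells. With the replicate number as a block, edgeR gave 13, 385, 744 and 265 genes in the same order, against 0, 1, 24 and 0 without it. Within the 3 classes no other alternative moved the counts as far. Without the library block, the tests between classes gave 6994 genes for SEMF-like against trophocyte-like, 2135 for VTT-like against SEMF-like and 3770 for VTT-like against the other fibroblast-like cells.

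The share of cells that were neither LEC-like nor fibroblast-like was 16.6% at a resolution of 1.0, 12.7% without doublet removal, 11.2% with the looser filter and 11.2% with RPCA integration. Its distal minus proximal difference of -0.621 points became 2.11 at a resolution of 1.0, 0.161 with cells of several hashtags removed and 0.582 with RPCA integration, and that of unnamed cells of -0.0820 became 2.13 and 0.721 at a resolution of 1.0 and with RPCA integration. Without doublet removal the tdTomato rule removed 0 cells, so the blood endothelial-like, T cell or ILC-like and glia-like clusters stayed in the 12.7%, and with the looser filter it removed fewer cells than otherwise in 4 of 4 libraries. The cause was not tested beyond that.

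Thinning to 2500 UMIs lowered the share of cells with a Glp2r UMI by its construction, to 47.3% in VTT-like, 14.6% in universal fibroblast-like, 9.86% in trophocyte-like, 9.15% in LEC-like and 3.62% in SEMF-like cells, in the same order as before. Glp2r was 196 CPM in VTT-like cells without a Lgr5 UMI and 10.7 CPM in SEMF-like cells with free RNA subtracted. Over the 2000 variable genes r was 0.941 within trophocyte-like, 0.931 within SEMF-like, 0.808 between SEMF-like and VTT-like, 0.774 between SEMF-like and the unnamed cell-cycle cluster, 0.668 between VTT-like and that cluster, 0.858 between SEMF-like and trophocyte-like, 0.765 between VTT-like and trophocyte-like, 0.903 between universal fibroblast-like and trophocyte-like, 0.721 between trophocyte-like and LEC-like and 0.707 between SEMF-like and LEC-like clusters. The cause was not tested. Depth limits what single cells show, since tdTomato had between 301 and 1081 UMIs in a library.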

Differences from the paper's values

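No test in this part was chosen after the result was seen, apart from the splits by Foxl1 UMIs. For the share of VTTs with a Glp2r UMI, Fig. 3b shows about 60%, read by eye. VTT-like cells had 70.9% ± 5.47 unthinned and 47.3% ± 5.80 at 2500 UMIs (SD, n = 4 libraries). The value read lies between these, and a value read by eye cannot decide whether either differs from it. The paper tested cells by a Wilcoxon test, while libraries were tested here, and the classes here were named anew, so the sets of cells are not the same.

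The paper states that Foxl1+ telocytes were enriched for Glp2r. VTT-like cells were, but SEMF-like cells were below trophocyte-like cells by 1.63 on the log2 scale. This is the order of the SEMF and trophocyte dots in Fig. 3b. SEMF-like cells with a Foxl1 UMI had 15.3 CPM of Glp2r. The VTT-like cluster had far more Foxl1 (53.25 ± 12.9 CPM) than the larger SEMF-like cluster (8.07 ± 1.93 CPM). The SEMF-like values here and for the genes below therefore need not be those of the study's telocytes. In VTT-like cells Glp2r was higher with a Foxl1 UMI than without in 4 of 4 libraries (379 and 289.6 CPM on average), in a split chosen after the values had been seen. The paper names Wnt5a among the genes of SEMFs, and it did not pass the threshold against trophocyte-like cells in any setting (log2 fold change 0.41). It names Wnt2b and Rspo3 for trophocytes. Wnt2b passed only without proximal replicate 1 (-0.39), and Rspo3 passed with limma-voom (-0.96), with no filter on low counts (-0.92), with DESeq2 (-0.88), without the library block (-0.92) and without distal replicate 1 (-1.20). It names Bmps for SEMFs. Of the Bmps from Bmp1 to Bmp7, Bmp4, Bmp5 and Bmp7 were higher in SEMF-like cells, Bmp3 was higher but past the threshold in 7 of 15 settings only, and Bmp1 (-0.96) and Bmp2 (-1.97) were lower. Bmp6 was past the threshold, as lower, in 4 of 16 settings (clustering at a resolution of 1.0, the 54 genes left in clustering, RPCA integration, and without proximal replicate 1).

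The paper shows 3 trophocyte clusters, proliferative telocytes and mesothelial-like cells, where 4 trophocyte-like clusters and no cluster of the other kinds were named here. The unnamed cluster led by cell-cycle and epithelial genes also held Foxl1 (8.28 ± 0.734 CPM) and may hold proliferative telocytes. The paper describes the regions as comparable. Between them, trophocyte-like cells had 24 genes past the threshold without a block for replicates and 744 with the replicate number as a block. The count thus depends on the model and the libraries used.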

Other observations

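The tests in this part were chosen after the result was seen, except the 3 on the share of LEC-like cells and those on Nes. The share of LEC-like cells differed between the libraries of a region by 17.2 points proximally and 30.7 distally. If 1 hashtag had caused this, the ranges by hashtag would overlap, but they were 18.0% to 27.5% against 38.9% to 47.4% proximally and 4.53% to 5.83% against 37.2% to 43.5% distally, a smallest gap of 11.4 points. The smaller difference was 17.3 points with the looser filter and 17.7 points with doublets kept, so neither the filter nor the doublet calls closed it. The share was lower in replicate 1 of both regions, and replicates also differ by hashtag set, so batch and mice cannot be told apart, and no biological explanation was tested. Cells without a hashtag were 15.0% to 36.6% of trophocyte-like but at most 0.861% of LEC-like cells, so shares over cells with 1 hashtag are not those over all cells.

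At a resolution of 1.0, a cluster of 32 LEC-like cells held 16 Tslp UMIs, 45.2 CPM (95% Poisson interval 25.8 to 73.4), against 1.29 CPM (1.08 to 1.54) in the other LEC-like cells. SEMF-like, trophocyte-like and VTT-like cells had less Tslp on average, as given below, so doublets with average cells of these classes could not bring such a level. As a check for doublets with any fibroblast, the median ratio of 6 fibroblast genes to their level in other LEC-like cells was 0.715. Several hashtags were found in 6.25% of the cells of the small cluster (0.766 to 20.8) against 8.97%. The small cluster came from every library, with at least 4 cells from each. The cells were not split off by Tslp, which was kept out of clustering, and no biological explanation was tested.

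Clusters of 1 class came in pairs, and a response to the dissociation of the tissue may be the cause. The median log2 fold change of 24 immediate early and heat shock genes, listed after leading genes such as Hspb1 and Apold1 had been seen, was 3.02 between the LEC-like clusters and 3.24 and -2.97 between trophocyte-like clusters, but -0.19 between the SEMF-like clusters. Leaving out listed genes that were among the 10 leading genes kept 23 of the 24 between the LEC-like clusters (2.96) and all 24 elsewhere, so it is no independent check of a list written after those genes were seen. The explanation is left open for LEC-like and trophocyte-like clusters, and the value near 0 gives it no support for the SEMF-like pair.

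Nes, which the study uses to delete Tslp in subepithelial villus fibroblasts, was at 27.7 ± 11.1 CPM in VTT-like and 6.10 ± 1.69 CPM in SEMF-like cells (SD, n = 4 libraries), against 109.6 ± 22.8 CPM in pericyte-like, 82.2 ± 19.9 CPM in blood endothelial-like, 48.4 ± 9.14 CPM in myofibroblast-like and 1.07 ± 0.457 CPM in trophocyte-like cells. It was higher in SEMF-like than in trophocyte-like cells (log2 fold change 2.34, adjusted p = 0.000457 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and in VTT-like than in the other fibroblast-like cells (3.56, adjusted p = 2.25e-07 by the same edgeR test), each in 4 of 4 libraries and 16 of 16 settings. Tslp was at 4.21 ± 2.17 CPM in the unnamed cluster led by Ptn and Scg2, 2.32 ± 3.09 in VTT-like, 1.66 ± 0.850 in trophocyte-like, 1.41 ± 0.254 in LEC-like and 0.839 ± 0.516 CPM in SEMF-like cells.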
